# Deciphering the Role of 3D Genome Organization in Breast Cancer Susceptibility

**DOI:** 10.3389/fgene.2021.788318

**Published:** 2022-01-11

**Authors:** Brittany Baur, Da-Inn Lee, Jill Haag, Deborah Chasman, Michael Gould, Sushmita Roy

**Keywords:** window of susceptibility, breast cancer, 3D genome organization, gene regulation, matrix factorization

## Abstract

Cancer risk by environmental exposure is modulated by an individual’s genetics and age at exposure. This age-specific period of susceptibility is referred to as the “Window of Susceptibility” (WOS). Rats have a similar WOS for developing breast cancer. A previous study in rat identified an age-specific long-range regulatory interaction for the cancer gene, *Pappa*, that is associated with breast cancer susceptibility. However, the global role of three-dimensional genome organization and downstream gene expression programs in the WOS is not known. Therefore, we generated Hi-C and RNA-seq data in rat mammary epithelial cells within and outside the WOS. To systematically identify higher-order changes in 3D genome organization, we developed NE-MVNMF that combines network enhancement followed by multitask non-negative matrix factorization. We examined three-dimensional genome organization dynamics at the level of individual loops as well as higher-order domains. Differential chromatin interactions tend to be associated with differentially up-regulated genes with the WOS and recapitulate several human SNP-gene interactions associated with breast cancer susceptibility. Our approach identified genomic blocks of regions with greater overall differences in contact count between the two time points when the cluster assignments change and identified genes and pathways implicated in early carcinogenesis and cancer treatment. Our results suggest that WOS-specific changes in 3D genome organization are linked to transcriptional changes that may influence susceptibility to breast cancer.

## Introduction

A major goal of breast cancer research is to prevent cancer. Breast cancer susceptibility by environmental exposure is modulated by an individual’s genetics and age at exposure. For example, environmental or diagnostic radiation exposure poses a high risk to women in early childhood to young adult stage and is significantly reduced starting in the mid-30s (Terry et al., 2019). This age-specific period of high susceptibility is referred to as the window of susceptibility (WOS). Large scale consortia efforts in breast cancer research have significantly advanced our ability to identify genomic loci and molecular pathways that contribute to breast cancer susceptibility (Koboldt et al., 2012; Welter et al., 2014). However, the gene regulatory mechanisms in the WOS remain poorly characterized.

Three-dimensional (3D) organization of the genome, which defines how the DNA is packaged inside the nucleus has emerged as a major component of the gene regulation machinery in mammalian genomes (Bonev and Cavalli, 2016). Three-dimensional genome organization enables long-range interactions between distal regulatory sequences, such as enhancers, and target gene(s) through chromosome looping that brings the regulatory element in close spatial proximity to the target gene. In addition to looping patterns, the chromatin is organized into high-order structural units such as topologically associating domains (TADs) within the cell (Dixon et al., 2012; Hou et al., 2012; Sexton et al., 2012). TADs refer to groups or clusters of genomic regions that preferentially interact among themselves (Bonev and Cavalli, 2016; Rowley and Corces, 2018).

Changes in 3D genome organization, both at the loop and the TAD levels, have been associated with developmental and disease processes (Chakraborty and Ay, 2018; Zheng and Xie, 2019). In particular, genome-wide chromatin looping has been shown to occur in a stage-related manner in the developing limb (Andrey et al., 2017) and in blood cell differentiation (Javierre et al., 2016). TAD-level changes have been associated with timepoint-specific regulatory interactions during differentiation and development (Hug and Vaquerizas, 2018; Paulsen et al., 2019; Zheng and Xie, 2019). Disruptions in TADs have also been associated with numerous diseases including cancer. Delayed replication of large genes near TAD boundaries underlies common fragile sites, hotspots of chromosome instability in cancer (Sarni et al., 2020). Furthermore, disruptions to the TAD-level interaction patterns have been implicated in oncogenesis (Hnisz et al., 2016; Taberlay et al., 2016; Rhie et al., 2019).

Genome architecture has been implicated in cancer susceptibility due to environmental factors (Henning et al., 2016; García-Nieto et al., 2017). For example, lamina-associated heterochromatin at the nuclear periphery is more susceptible to ultraviolet radiation, an environmental carcinogen that causes skin cancer, compared to accessible euchromatin (García-Nieto et al., 2017). At the individual loop level, a 8.5 kb regulatory element, called the temporal control element (TCE) was shown to interact with the *Pappa* gene via long-range chromatin looping of 517 kb (Henning et al., 2016) in both breast cancer resistant rats and susceptible rats. This element lies within the 170 kb *mammary cancer susceptibility (Mcs5c)* locus, a gene desert on rat chromosome 5 which is conserved in the human genome. Furthermore, this interaction was dependent upon the age of the rat, being stronger in young rats (in WOS) versus old rats. Correspondingly, *Pappa* expression was increased in susceptible rats compared to resistant rats within WOS and there was no difference between the two alleles in the adult phase. The *Pappa* gene is a breast cancer-associated gene, which positively regulates the IGF signaling pathway and is important for normal mammary gland development. This is the first validated example of WOS-specific chromatin looping. However, the contribution of the loops and TADs on a genome-wide scale to breast cancer risk from enviromental factors in the window of susceptibility is poorly understood.

To gain mechanistic insight into age-dependent, WOS-specific chromatin looping on a genome-wide scale, we generated Hi-C (Lieberman-Aiden et al., 2009) and RNA-seq data for rats within WOS and outside WOS. We compared the temporal changes in looping to those in expression and found that genes up-regulated within the WOS are associated with interactions that are higher within WOS, and a similar trend exists for genes outside the WOS. We developed a computational approach that combined network enhancement and non-negative matrix factorization (NMF) to identify “dynamic” blocks representing larger scale topological changes between the two time points. We found that network enhancement was important for reliable detection of dynamic blocks, many of which harbored genes implicated in cancer-related pathways and processes. Finally, we mapped human breast cancer GWAS SNPs to loci in rat and found conserved interactions with genes between human and rat. Taken together, these results identified individual loop level and larger-scale topological differences between within-WOS and outside-WOS, many of which are related to transcriptional differences.

## Methods

### Tissue Collection and Hi-C Assay

Fresh mammary glands from the abdominal/inguinal regions of 6-week-old and 12-week-old female mammary cancer susceptible Wistar-Furth rats were individually collected, scissor minced and digested for 2 h at 37°C in 10 ml of GIBCO Dulbecco’s modified Eagle’s medium/F12 (DMEM/F12; ThermoFisher) containing 0.005 g/ml of type 3 collagenase (Worthington-Biochem). Centrifugation was used to remove fat and collect the cell pellets. Individual cell pellets were washed and resuspended in DMEM/F12 media. Each cell suspension was filtered using 40 μm nylon to enrich the mammary ductal fragments and remove stromal cells. The filter was inverted and rinsed to collect the fragments, and the resulting cell pellet containing mammary epithelial cells (MECs) was diluted in PBS and treated for 10 min with 1.5% formaldehyde for DNA/chromatin fixation. After a series of washes, the final cell pellets were collected using centrifugation and stored at −80°C. A total of 6 samples were sent to Arima Genomic, Inc. (*n* = 3 for 6-week-old and *n* = 3 for 12-week-old) for Hi-C analysis, consisting of complete sample processing for Hi-C and library preparation and Illumina Next-Generation sequencing.

### Hi-C Data Processing and Differential Interactions

Hi-C data was generated with ∼430 M reads per replicate. Hi-C reads were processed using HiC-Pro version 2.7 (Servant et al., 2015) with the default BowTie2 parameters (--very-sensitive -L 30 --score-min L,-0.6,-0.2 --end-to-end–reorder) and aligned to the rn6 genome and 10 kb contact maps were generated. The 6 and 12 weeks samples were aggregated to one 6 weeks and one 12 weeks contact count matrix, respectively. HiC-Pro’s implementation of ICE normalization (Imakaev et al., 2012) with default parameters was performed on the two resulting Hi-C matrices.

In order to determine a set of differential chromatin interactions (DCIs), we used both Selfish (Ardakany et al., 2019) and Fit-Hi-C (Ay et al., 2014). Selfish uncovers DCIs between two contact maps directly using a novel self-similarity measure (Ardakany et al., 2019). We obtained 453,513 differential interactions from Selfish (p-value cutoff 10^−4^). We also used Fit-Hi-C with one pass and a mappability threshold of 1 to determine significant interactions (q-value < 0.05) within WOS and outside WOS. We took differential interactions as those that were significant in one but not the other, resulting in 1,306,601 interactions. We took the union of the resulting FitHiC and Selfish interactions to generate a total of 1,447,082 interactions. We filtered these interactions by computing the mean and standard deviation for all within WOS DCI and all outside WOS DCIs separately for each distance bin (bins at 50 kb intervals from 0 to 1 Mb). Only differential interactions with a z-score greater than one and a distance equal to or less than 1 Mb were considered, for a final set of 1,072,652 interactions. The Fit-Hi-C approach tended to yield pairs with greater differences at longer distances while Selfish tended to yield pairs with greater differences at shorter differences (Supplementary Figure S1 **)**.

### Tissue Collection, RNA Extraction and RNA-seq Experiments

To examine the transcriptional differences associated with WOS on a genome-wide scale, we measured gene expression levels in the MEC from 6-week-old (entering WOS) and 10-week-old (exiting WOS) susceptible rats (*n* = 6 for 6-week-old, *n* = 7 for 10-week-old) using RNA-seq following a similar protocol as described in Henning et al. (2016). Briefly, mammary glands were removed, minced, digested with collagenase, followed by differential centrifugation to collect mammary ductal organoids, which are mainly composed of epithelial cells along with stromal fibroblasts and immune cells. To isolate RNA, cells were homogenized in TRI Reagent (Ambion), followed by RNA extraction using the MagMAX-96 for Microarrays Total RNA kit (Ambion). RNA was extracted using the RNeasy Mini Kit (Qiagen). The fastq files were processed by the UW Biotech center. Counts were obtained using RSEM v1.2.22 (Li and Dewey, 2011).

For all samples, we calculated Transcripts per Million (TPM) for 14,792 genes in the rat genome using RSEM v1.2.22 (Li and Dewey, 2011). We applied several algorithms to determine differential expression: DESeq (Love et al., 2014), EBSeq (Leng et al., 2013) and EdgeR (Robinson et al., 2010). EBSeq was the most conservative with 461 genes. DESeq (3401) and EdgeR (2547) had an intersection of 2071 genes (Supplementary Figure S2). 

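In the authors' deposited table of the EdgeR comparison, 2547 genes had a false discovery rate under 0.05, 1434 of them higher at 6 weeks of age and 1113 higher at 10 weeks. That table also holds scaled and rounded counts for each of the 13 rats, which were tested anew with limma on log2(value + 1). Of the genes under that rate in the authors' deposited table, 2045 also had an adjusted p under 0.05 in limma, and all 2045 moved in the same direction. Another 502 genes were under the rate in the authors' deposited table alone. All 502 had the same sign in limma, where 469 had an unadjusted p under 0.05. A further 336 genes were called by limma alone. Across the 14790 genes, which are not independent replicates, the log2 fold changes of limma and of the authors' deposited table had a Pearson r of 0.948.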

We therefore took EBSeq plus the intersection of DESeq and EdgeR as the total set of 2533 differentially expressed (DE) genes.

### Network Enhancement and Multiview Non-Negative Matrix Factorization

We developed the NE-MVNMF approach to analyze multiple Hi-C datasets. NE-MVNMF applies Network Enhancement (NE) followed by Multiview Non-negative Matrix Factorization (MVNMF) (Liu et al., 2013) to our Hi-C datasets.

Network Enhancement (NE) is a method for denoising a biological network (Wang et al., 2018). We consider a Hi-C dataset as a weighted network of genomic regions, where each node in the network corresponds to each genomic region and the weighted edges connecting the nodes represent the interaction frequency between genomic regions. NE takes a noisy Hi-C matrix as input and applies iterative graph diffusion process to strengthen edge weights that are well-supported by strong neighboring edges and weaken poorly supported edges. The output of NE is a denoised, enhanced, symmetric matrix which can be used as input to the next step in our pipeline, MVNMF.

Multiview Non-negative Matrix Factorization (MVNMF) is a multi-task non-negative factorization (NMF) method which allows us to find a common underlying structure in multiple matrices (Liu et al., 2013), each task corresponding to a matrix. MVNMF does this by finding low-dimensional factors of multiple matrices such that the factors are regularized towards a common consensus. These factors can then be used as latent features for clustering to reveal the underlying shared or divergent structure in the data. Formally, given t ∈{1,…,T} tasks, each with input matrix $X^{\left(t\right)}\in {\mathbb{R}}_{\geq 0}^{n_{t}\times m}$ , the objective is to find task-specific factors $U^{\left(t\right)}\in {\mathbb{R}}_{\geq 0}^{n_{t}\times k}$ , $V^{\left(t\right)}\in {\mathbb{R}}_{\geq 0}^{m\times k}$ and the consensus factor $V^{\left(c\right)}\in {\mathbb{R}}_{\geq 0}^{m\times k}$ such that:

$$min_{U^{\left(t\right)},V^{\left(t\right)},V^{\left(c\right)}}\sum_{t=1}^{T}{\left\|X^{\left(t\right)}-U^{\left(t\right)}V^{\left(t\right)T}\right\|}_{F}^{2}+\alpha {\left\|V^{\left(t\right)}-V^{\left(c\right)}\right\|}_{F}^{2}$$

Here k , is the number of factors or reduced dimensions and is much smaller than $n_{t}$ or m. The regularization term, α , will constrain factor $V^{\left(t\right)}$ of task  t to be similar to the consensus $V^{\left(c\right)}$ . Liu et al. originally proposed an iterative multiplicative update algorithm for MVNMF. However, multiplicative updates algorithm is often slow to converge. Therefore, we implemented an algorithm that optimizes this objective using hierarchical alternating least squares (HALS) with convergence guarantee to a local minimum (Kim et al., 2014).

In our application of MVNMF, we have two tasks, each corresponding to an input Hi-C matrix at 10 kb resolution, for each chromosome: one matrix from week 6 and another one from week 12. The rows and columns of this matrix correspond to a 10 kb bin. Since intra-chromosomal Hi-C matrices (as well as their network-enhanced versions) are symmetric, $X^{\left(t\right)},\;U^{\left(t\right)},\;V^{\left(t\right)},\;V^{\left(c\right)}$ take on the dimensions of n×n, n×k, n×k , and n×k , respectively.

We use a simple heuristic to pick k , the number of the factors, which also is the number of clusters. Based on our previous work on single-task NMF to Hi-C data, we set k such that the expected size of each cluster is about 1 Mb in length, which corresponds to the average size of TADs (Lee and Roy, 2021). For example, for an input matrix that corresponds to a chromosome of size 10 Mb, we set k=10. Here, we used 56-282 factors to capture TAD like structures, corresponding to the size of the rat chromosomes.

We verified that network enhancement (NE) and downstream NMF does not overcorrect the underlying structure of the input matrix by comparing NMF results on Hi-C data of different depths. Briefly, we first downsampled high-depth Hi-C matrices from the GM12878 cell line (Rao et al., 2014) to four different lower depth levels (equivalent to the read depth of cell lines HMEC, HUVEC, NEHK, and K562 from the same study). We then applied NE to the downsampled matrices, and then applied NMF to the original high-depth matrices, downsampled matrices, and downsampled + NE matrices. When we compared to original Hi-C data, downsampled Hi-C data + NE does not lead to significant differences in the number of regions in each cluster Supplementary Figure S3A). However, downsampled + NE does lead to significantly larger number of regions in each cluster when compared to downsampled without NE (t-test p-value < 0.05 for all downsampled depths). Additionally, when compared to the original data, downsampled + NE does not lead to significant differences in the length of contiguous regions with the same cluster assignment (Supplementary Figure S3B). Furthermore, we measured the similarity of the clustering results from the high-depth matrices to those from the downsampled matrices, as well as between the high-depth matrices and the downsampled + NE matrices. The cluster similarity was measured with Rand Index, which measures the concordance between a pair of clustering results. Rand Index ranges from 0 to 1; Rand Index value of 1 means all data points found in one cluster in one result are also in one cluster in the other result, and those in distinct clusters in one result are also kept separate in the other result. We find that the cluster similarity between the original high-depth matrices versus the downsampled matrices is comparable to the cluster similarity between the original and NE matrices (Supplementary Figure S3C), suggesting that NE does not overcorrect the underlying structure of the data.

MVNMF, like NMF can converge to different local optima. Therefore, we verified the stability of our results to different random initializations. Briefly, we applied MVNMF to chromosomes 7, 11, 15 and 19 on the within-WOS and outside-WOS matrices with 5 different random initialization seeds. We evaluated the stability of the clusters from different random initializations using Rand Index. We measured the Rand Index between every pair of clustering results from different random initialization seeds (Supplementary Figure S4). We find that the mean Rand Index across these comparisons is around 0.9 suggesting that the clustering results are stable to the random initialization seeds.

### Identification of Static *Versus* Dynamic Blocks

Once we have the factors, we use them to identify genomic regions dynamically changing their interaction profile across tasks, which we refer to as “dynamic blocks.” First, we assign all regions to a cluster based on the factors from MVNMF, then find regions whose cluster assignment changes. We take advantage of the fact that column j in $V^{\left(t\right)}$ of task t corresponds to the latent feature or column j in $V^{\left(s\right)}$ of task s . Since $X^{\left(t\right)}$ is symmetric in Hi-C data, either $U^{\left(t\right)}$ or $V^{\left(t\right)}$ can be used to define the clusters of regions. Assuming we use $U^{\left(t\right)}$ , we assign each row i (corresponding to genomic region i ) to its most dominant latent feature, $c_{i}^{\left(t\right)}=argmax_{j\;\in \left\{1,\ldots ,k\right\}}U^{\left(t\right)}\left[i,j\right]$ , where $U^{\left(t\right)}\left[i,j\right]$ represents the entry in the i th row and the j th column/latent feature of $U^{\left(t\right)}$ . We repeat this procedure across all tasks. A dynamic block between task t and s is a contiguous stretch of 10 kb regions, at least 50 kb in length, whose cluster assignment changed between them, i.e., $c_{i}^{\left(t\right)}\neq c_{i}^{\left(s\right)}$ . Furthermore, all regions within the block have to have the same cluster ID within a task. Conversely, a static block is one where $c_{i}^{\left(t\right)}=c_{i}^{\left(s\right)}$ . To further assess if a dynamic block is indicative of a changing interaction frequencies, we compared the count differences within the block across time points. We expect a dynamic block to exhibit significantly greater count differences compared to static blocks. We further verified these trends using a t-test to assess the difference in counts between time points among regions inside a static block as well as among regions inside a dynamic block.

### Human GWAS Study Integration

We downloaded supplementary table S15 from Zhang et al. which contains gene-SNP interactions from the INQUISIT software (Zhang et al., 2020) and supplementary table S5 from Baxter et al. which contains Capture Hi-C SNP-gene associations (Baxter et al., 2018). We used liftOver (Kuhn et al., 2013) to map these SNPs from the human hg19 assembly to a locus in the rn6 rat assembly, with a minimum base overlap ratio of 0.1. Since the position of the SNP in human may not be a SNP in the corresponding lifted over position in rat, we refer to the position as a ‘locus’ in rat. We intersected the rat locus with differential chromatin interactions (DCIs) by checking if the SNP was within the boundary of either 10 kb bin in the interaction. We mapped the other 10 kb end to a gene if it overlapped any 10 kb bin within the genomic coordinates of the gene provided by Ensembl release 96 (Yates et al., 2020). We referred to resulting gene locus pairs as locus-gene DCIs. We used the common names to match genes from human to rat.

## Results

### Differential Looping is Associated With Differential Expression of Within WOS Versus Outside WOS Rats

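RNA was sequenced from mammary epithelial cells of 6 rats at 6 weeks of age, within the window of susceptibility (WOS), and of 7 rats at 10 weeks, outside WOS, with 1 library per rat. The authors estimated counts per gene with RSEM, multiplied each library by a factor of its own and deposited the values rounded to whole numbers for 14790 genes. These values are called normalized counts in what follows. Their total per rat lay between 13261906 and 15659533 within WOS (median 13749795.5) and between 13766735 and 15402814 outside WOS (median 14574426). The gene listed as AY172581.24 held the largest share of every total, from 14.3% to 27.9% within WOS and from 14.5% to 21.2% outside WOS. In 7 rats some of the whole numbers from 1 to 30 never occurred, as happens when counts are multiplied by a factor above 1 and rounded. The spacing of the low values gave this factor for 12 of the 13 rats. The totals before scaling implied by it ran from 6.91e+06 to 2.31e+07 reads within WOS (n = 5 rats, median 1.84e+07) and from 7.14e+06 to 1.64e+07 reads outside WOS (n = 7 rats, median 1.21e+07). Their means did not differ between the ages beyond the spread between rats (exact permutation test, two-sided, p = 0.301).

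Since the values are scaled and rounded, the ages were compared with limma on log2(normalized count + 1), with Benjamini-Hochberg adjustment over all 14790 genes. Adding 1 shrinks the change of genes with low counts, whereas a rat with a value of 0 can enlarge it. For example, *Pcsk1* and *Tpx2* each had such a rat. Their log2 fold changes were -2.93 and 3.67 here, against -1.96 and 3.12 in the authors' deposited table. A log2 fold change above 0 stands for higher expression at 6 weeks. In a simulated table of the same size, limma recovered 63 of 100 genes given a log2 change of 1 and 84 of 100 given a log2 change of 2, and 4 of the 151 genes it called had no simulated change. After the mean of each age was removed, the first component held 28.3% of the remaining variation and parted the rats into a smaller set of 5 (2 at 6 weeks and 3 at 10 weeks) and a larger set of 8 (4 of each age). The cut lies at the largest gap on this component and always gives 2 sets, so separate sets were not shown to exist. No label names this split, so for the main results values within each set are given beside the pooled ones.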

To globally characterize chromatin looping and examine its role in establishing WOS and associated gene expression programs, we generated Hi-C and RNA-seq datasets for rat mammary epithelial cells within WOS (6-weeks) and outside WOS (10-weeks RNA-seq, and 12-weeks Hi-C, Figure 1A). Hi-C data was generated with ∼430 M reads per replicate. We aggregated reads to 10 kb resolution and used Iterative Correction and Eigen vector decomposition (ICE) (Servant et al., 2015) to normalize the Hi-C matrices from the two time points (Methods). We used ICE for normalization because it is recommended for Fit-Hi-C (Ay et al., 2014), however, our approach is applicable to data from other normalization methods as well (Hu et al., 2012).

**FIGURE 1:**
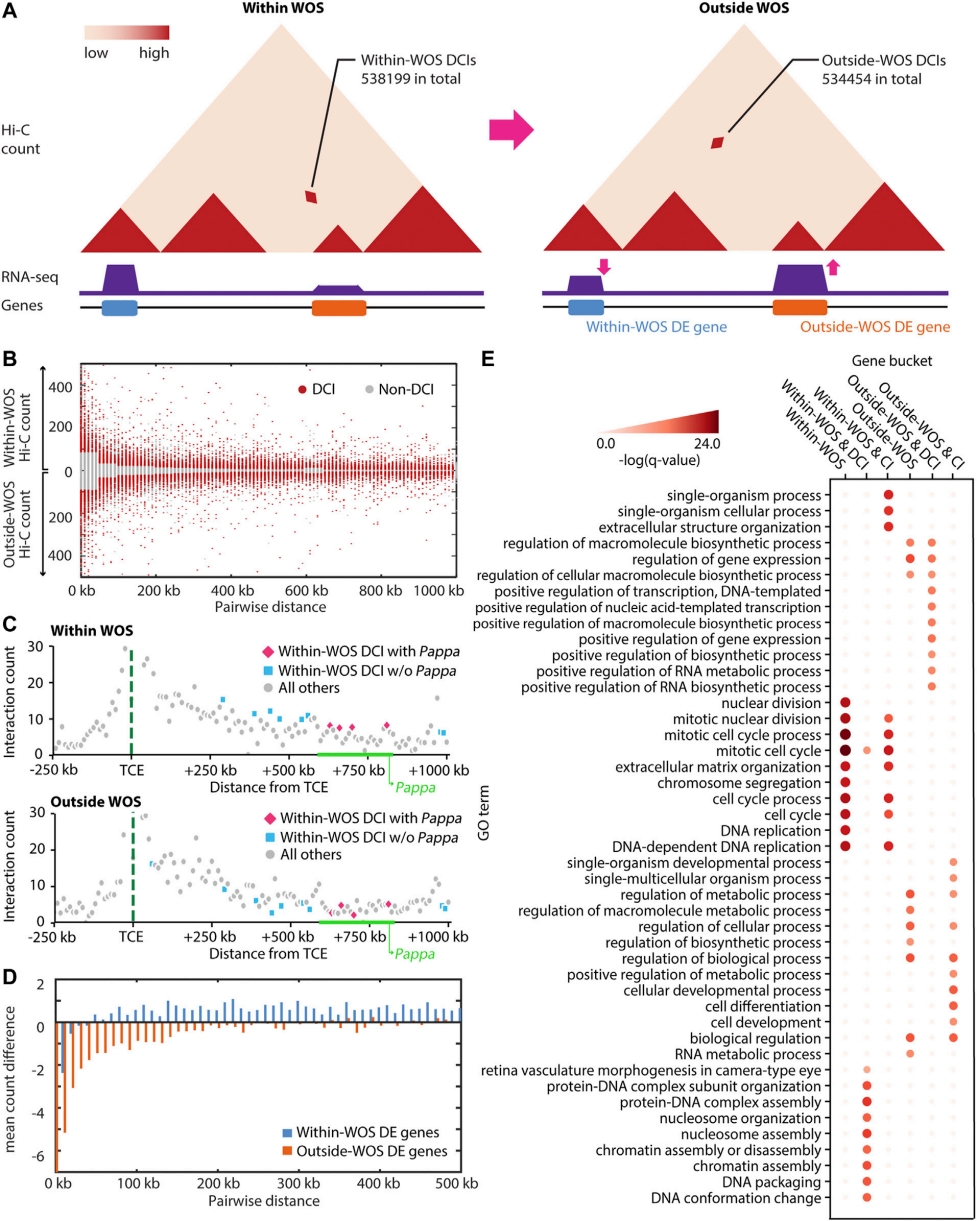
Characterizing WOS-specific chromatin interactions and gene expression. **(A)** Hi-C and RNA-seq data was generated to globally characterize the three-dimensional genome organization and transcriptome within and outside the window of susceptibility (WOS). We first characterized these changes at the level of individual interactions or loops. Within WOS, we identified 538,199 differential chromatin interactions (DCIs) across all chromosomes and 534,454 DCIs outside the WOS. Here CIs refer to those pairs with significantly high counts within and/or outside WOS, whereas DCIs refer to interactions exclusively higher in one of within-WOS or outside-WOS context. **(B)** Contact counts for DCIs (red) compared to non-DCI (gray) for within WOS (above *x*-axis) and outside WOS (below *x*-axis) in rat chromosome 1. **(C)** Visualization of contact counts a −250 kb to +1 Mb around the temporal control element (TCE, green dotted line) within WOS **(top)** and outside WOS **(bottom)**. We plot the interaction count between the TCE region and neighboring regions by distance. Blue and pink dots are DCIs that are higher within WOS. Gray dots are all others. Pink dots are additionally associated with the *Pappa* gene. **(D)** Mean count difference (within-WOS count – outside-WOS count) for Fit-Hi-C significant interactions associated with genes that are up-regulated within WOS (i.e., within-WOS DE genes, blue) and up-regulated outside WOS (outside-WOS DE genes, orange). **(E)** Gene Ontology (GO) enrichment of DE genes within/outside WOS, those associated with DCIs, and those associated with significant chromatin interactions (CI). Intensity of red is associated with the -log (q-value) of the GO enrichment.

We first identified differential chromatin interactions (DCIs) between the WOS and outside the WOS by taking the union of results from two approaches: Selfish (Ardakany et al., 2019) and the difference in significant chromatin interactions (CIs) identified by applying Fit-Hi-C individually to each sample (Ay et al., 2014). We then filtered these DCIs based on a distance-stratified absolute value of z-score of 1.0 (Methods) to focus on the differential interactions with the greatest magnitude of change in and out of the WOS (Figure 1B). In total we identified 538,199 DCIs with counts higher in the WOS (within WOS DCIs) and 534,454 DCIs with counts lower in the WOS compared to outside the WOS (outside WOS DCIs). Among the DCIs, we recapitulated several TCE-*Pappa* gene interactions that are higher in the WOS compared to outside the WOS (Figure 1C), which is consistent with previous observations that the TCE interacts with *Pappa* in a WOS-dependent manner (Henning et al., 2016). In parallel, we applied DESeq2 (Love et al., 2014), EBSeq (Leng et al., 2013) and EdgeR (Robinson et al., 2010) to identify differentially expressed (DE) genes between the WOS and outside the WOS (FDR corrected p-val < 0.05, Methods). 

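Of the 14790 genes tested with limma, 2381 were DE at an adjusted p under 0.05. Expression was higher within WOS for 1288 of them (8.71% of the genes tested) and higher outside WOS for 1093 (7.39%). The balance of directions depends on the scaling, with 1203 and 1174 genes under median-ratio scaling and 1297 and 772 under library size scaling. The absolute log2 fold change was above 1 for 783 DE genes, 567 of them higher within WOS and 216 higher outside WOS. For 876 DE genes, every rat of one age lay above every rat of the other. Over all genes tested there were 898 such genes, or 6.07%, where chance gives 0.117%. The count moved most with limma's sample quality weights, an alternative chosen after the data were seen, which gave 5647 DE genes. Leaving out rat 70, at 6 weeks, gave 1411. In the larger set of rats, 3469 genes were DE, 2003 of them higher within WOS and 1466 higher outside WOS. In the smaller set, with 2 rats at 6 weeks and 3 at 10 weeks, 0 genes were DE, and 1976 had an unadjusted p under 0.05. So few rats give little power, so the 0 does not show that the ages were alike there. Of the 2381 DE genes, 2377 had the same direction in both sets, although they were called from these same rats. With the rat set as a term, 3334 genes were DE, 1760 higher within WOS and 1574 higher outside WOS, but this term was formed from the variation within the ages and so narrows it.

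Among DE genes with a mean normalized count of at least 100 and no overlap between the ages, *Cpa3* was the most increased within WOS, with a log2 fold change of 3.86 (standard error 0.52, adjusted p = 0.000492, higher in 6 of 6 rats). It was followed by *Mcpt1l1* with 3.74, *Tpx2* with 3.67, *Ect2* with 3.20 and *Top2a* with 3.05. In the larger and the smaller set of rats, these values were 3.05 and 5.10 for *Cpa3*, 3.05 and 4.80 for *Mcpt1l1*, 3.66 and 3.54 for *Tpx2* and 3.69 and 2.36 for *Ect2*. *Top2a* had 3.63 in the larger set and less than *Ect2* in the smaller set. *Cpa3* and *Mcpt1l1* are both mast cell genes, and the paper states that the organoids also hold stromal fibroblasts and immune cells. The rise of these genes therefore cannot be assigned to epithelial cells. *Mcpt1l1* belongs to a gene family between whose members reads can be split, so its value is uncertain. *Tpx2* had 0 normalized counts in rat 78, and its value ran from 3.01 to 3.97 when each rat was left out in turn. For *Ect2* this range was 3.03 to 3.46, so the order of *Tpx2* and *Ect2* depends on the rats used. With all rats, *Pcsk1* decreased most, with a log2 fold change of -2.93 (standard error 0.84, adjusted p = 0.0331). This size rests on rat 80, which had 0 normalized counts, and was -2.06 without it. *Pcsk1* was no longer DE with a pseudocount of 0.1 (adjusted p = 0.0812), and it was DE in 6 of the 13 fits that each left out 1 rat. *Abca13* had -2.87 (-3.19 to -2.63 when each rat was left out in turn), followed by *Tf* with -2.56, *Pdk4* with -2.55 and *Stxbp5l* with -1.93. For these decreases the larger and the smaller set gave -1.91 and -5.07 for *Pcsk1*, -3.50 and -1.88 for *Abca13*, -2.11 and -3.23 for *Tf*, -2.27 and -2.88 for *Pdk4*, and -1.89 and -1.94 for *Stxbp5l*. From the calls of 3 tools, the paper takes the genes of EBSeq together with those shared by DESeq and EdgeR as DE.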

In total we identified 2300 DE genes, 1,358 of which were up-regulated within the WOS and 942 were down-regulated within the WOS compared to outside.

To examine the relationship between differential expression and chromatin organization we linked DE genes, regardless of direction of expression change, to Fit-Hi-C CIs either in and/or out of the WOS (Figure 1D; Table 1). We computed the average difference in contact count, stratified by distance, for genes upregulated in WOS compared to outside. We found that at all distance bins compared, genes upregulated in WOS have a higher average contact count in WOS compared to outside WOS for significant interactions (t-test p-value = 3.8e-107, Figure 1D). Likewise, genes upregulated outside WOS (or downregulated in the WOS) have a higher average contact count outside WOS compared to within WOS. We performed a similar analysis for DCIs that are significant within or outside WOS and found a similar result (Supplementary Figure S5). These results show that changes in gene expression between the two time points is in part due to differences in 3D genome organization.

**TABLE 1:** Number of interactions associated with genes differentially up-regulated within WOS and outside WOS.

	# Of within WOS genes (total = 1,358)	# Of interactions assoc. With within WOS genes	# Of outside WOS genes (total = 942)	# Of interactions assoc. With outside WOS genes
FitHiC interactions	1,331	118,169	925	151,845
DCI interactions (total)	1,310	45,385	919	59,158
DCI interactions (within WOS)	1,245	23,591	886	27,257
DCI interactions (outside WOS)	1,262	21,794	907	31,901

We next examined the biological processes associated with WOS-specific changes. 

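A list of 40 cell cycle genes, 39 of them in the table, had a median log2 fold change of 2.38 between 6 and 10 weeks. Of these, 35 were DE and higher within WOS, or 37 when adjusted over the list alone, and 0 were DE and higher outside WOS. The camera test of limma, with a preset correlation of 0.01 between genes, gave the list an adjusted p = 3.15e-28 over 17 lists. The fry test gave an adjusted p = 3.34e-05, whereas camera with the correlation estimated from these rats gave an adjusted p = 0.0977, above the threshold. The score of the list, which is the mean of log2(normalized count + 1) over its genes, was 7.15 ± 0.46 (SD, n = 6 rats) within WOS and 4.92 ± 0.53 (SD, n = 7 rats) outside WOS. All 6 rats at 6 weeks had a higher score than all 7 rats at 10 weeks. Among the fits of all 13 rats, the median moved most, to 1.98, when only genes with at least 10 in every rat were tested. It was 2.71 in the larger set of rats and 1.82 in the smaller set.

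All 38 genes of a DNA replication list were in the table, with a median log2 fold change of 1.07. Of these, 21 were DE and higher within WOS, or 25 when adjusted over the list alone, and 0 were DE and higher outside WOS. Camera gave an adjusted p = 4.87e-12, fry an adjusted p = 0.000686 and camera with the estimated correlation an adjusted p = 0.0977. The score was 6.81 ± 0.34 (SD, n = 6) within WOS and 5.79 ± 0.33 (SD, n = 7) outside WOS. It was above that of all 10-week rats in 5 of the 6 rats at 6 weeks, and the highest 10-week score, 6.44, was that of rat 81. The median was 1.21 in the larger set of rats and 0.46 in the smaller set.

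**Figure D1:**
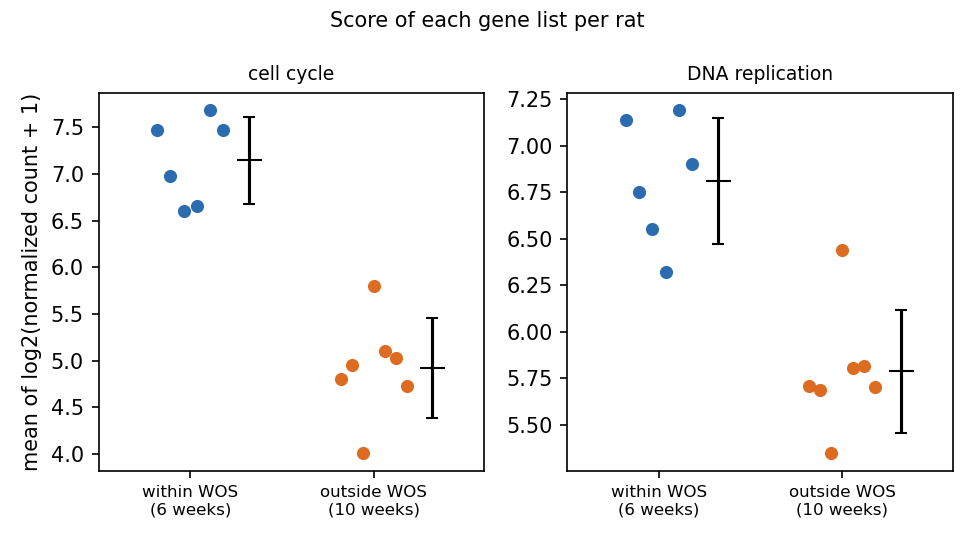
Scores of the cell cycle and DNA replication lists, as the mean of log2(normalized count + 1) over the genes of each list. Each point is 1 rat, 6 within WOS and 7 outside WOS, and the bars give the mean and SD of each age; cell cycle scores range from 6.60 to 7.69 within WOS and from 4.01 to 5.80 outside WOS.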

Genes that are up-regulated within the WOS (1,358 genes) are enriched for cell cycle and DNA replication (Hypergeometric test with FDR<0.05, Figure 1E). We also examined genes that are up-regulated in the WOS and associated with 5 or more within WOS DCIs (355 genes). We chose this threshold since many DE genes are associated with at least one DCI in WOS (Table 1). Genes that are up-regulated within the WOS and are additionally associated with 5 or more DCIs in the WOS are enriched for these processes as well as DNA packaging and conformation. 

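For general transcriptional regulation, 298 zinc finger genes were tested, namely those whose symbols consist of Zfp, Zscan, Zbtb, Zkscan or Znf and a number. Their median log2 fold change was -0.14, against 0.028 for all genes, so the list was higher outside WOS. Of these genes, 36 were DE and higher outside WOS and 9 were DE and higher within WOS. When adjusted over the list alone, the numbers were 28 and 9. Camera gave an adjusted p = 0.000436, fry an adjusted p = 0.00133 and camera with the correlation estimated from these rats an adjusted p = 0.0977. The score of the list was 6.86 ± 0.04 (SD, n = 6 rats) within WOS and 6.99 ± 0.06 (SD, n = 7 rats) outside WOS, and 4 of the 6 rats at 6 weeks lay below all rats at 10 weeks. Among the fits of all 13 rats, library size scaling moved the median most, to -0.10. It was -0.18 in the larger set of rats and -0.11 in the smaller set. The 31 genes of the Mediator complex had a median of -0.045 (adjusted p = 0.338 by camera), which library size scaling turned to a value just above 0, so no direction is given for them.

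For RNA metabolism, 120 genes with symbols that begin with Srsf, Hnrnp, Rbm, Ddx or Dhx had a median log2 fold change of -0.15. DE genes numbered 14 with higher expression outside WOS and 5 with higher expression within WOS, and the same numbers came out when adjusted over the list alone. Camera gave an adjusted p = 0.00034, fry an adjusted p = 0.00434 and camera with the estimated correlation an adjusted p = 0.186. The score was 9.11 ± 0.04 (SD, n = 6) within WOS and 9.24 ± 0.07 (SD, n = 7) outside WOS, and it was below that of all 10-week rats in 5 of the 6 rats at 6 weeks. The median was -0.18 in the larger set of rats and -0.13 in the smaller set.

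**Figure D2:**
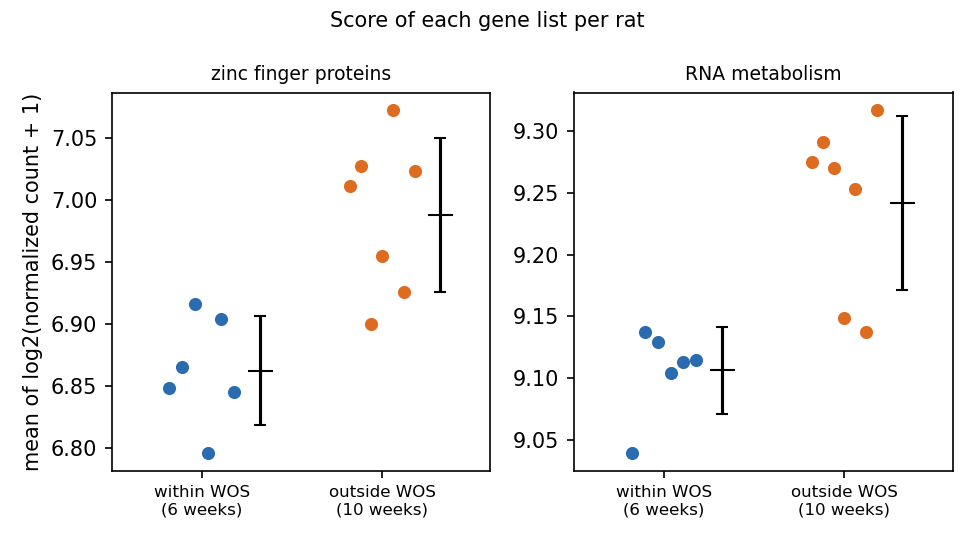
Scores of the zinc finger and RNA metabolism lists, as the mean of log2(normalized count + 1) over the genes of each list. Each point is 1 rat, 6 within WOS and 7 outside WOS, and the bars give the mean and SD of each age; RNA metabolism scores range from 9.04 to 9.14 within WOS and from 9.14 to 9.32 outside WOS.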

Genes that are up-regulated outside the WOS (942 genes) are enriched for general transcriptional regulation, and RNA metabolism processes. Genes up-regulated outside WOS and interacting with 5 or more outside WOS DCIs (316 genes) were enriched for similar terms. We also found that within WOS upregulated genes with long-range interactions were enriched for similar terms as all upregulated genes within the WOS, while genes upregulated within WOS and interacting with DCIs were enriched with markedly different terms compared to all upregulated genes in the WOS (Figure 1E). Taken together, these results suggest that DCIs are likely involved with the regulation of cell cycle and DNA packaging in younger rats, while in mature rats, DCIs may be more involved with maintaining transcriptional control.

### Matrix Factorization-Based Approach to Examine Higher Order Organization Dynamics

In addition to changes at the level of individual interactions, higher-order structural changes in chromatin organization within and outside the WOS could be important for molecular changes associated with breast cancer susceptibility. However, identification of higher-order structural changes, such as in TADs, poses two challenges: (1) handling the noise and sparsity in the input Hi-C matrices and (2) the difficulty in matching TADs across datasets or conditions so that changes between them can be pinpointed. To address these two challenges, we developed and applied an approach, Network Enhancement with Multi-view Non-negative Matrix Factorization (NE-MVNMF), which first applies network enhancement (NE) to smooth the noisy and sparse Hi-C matrices (Wang et al., 2018) and then performs multi-view non-negative matrix factorization (MVNMF) (Liu et al., 2013) on these matrices to identify large-scale conserved and differential structural units (Figure 2, Methods).

**FIGURE 2:**
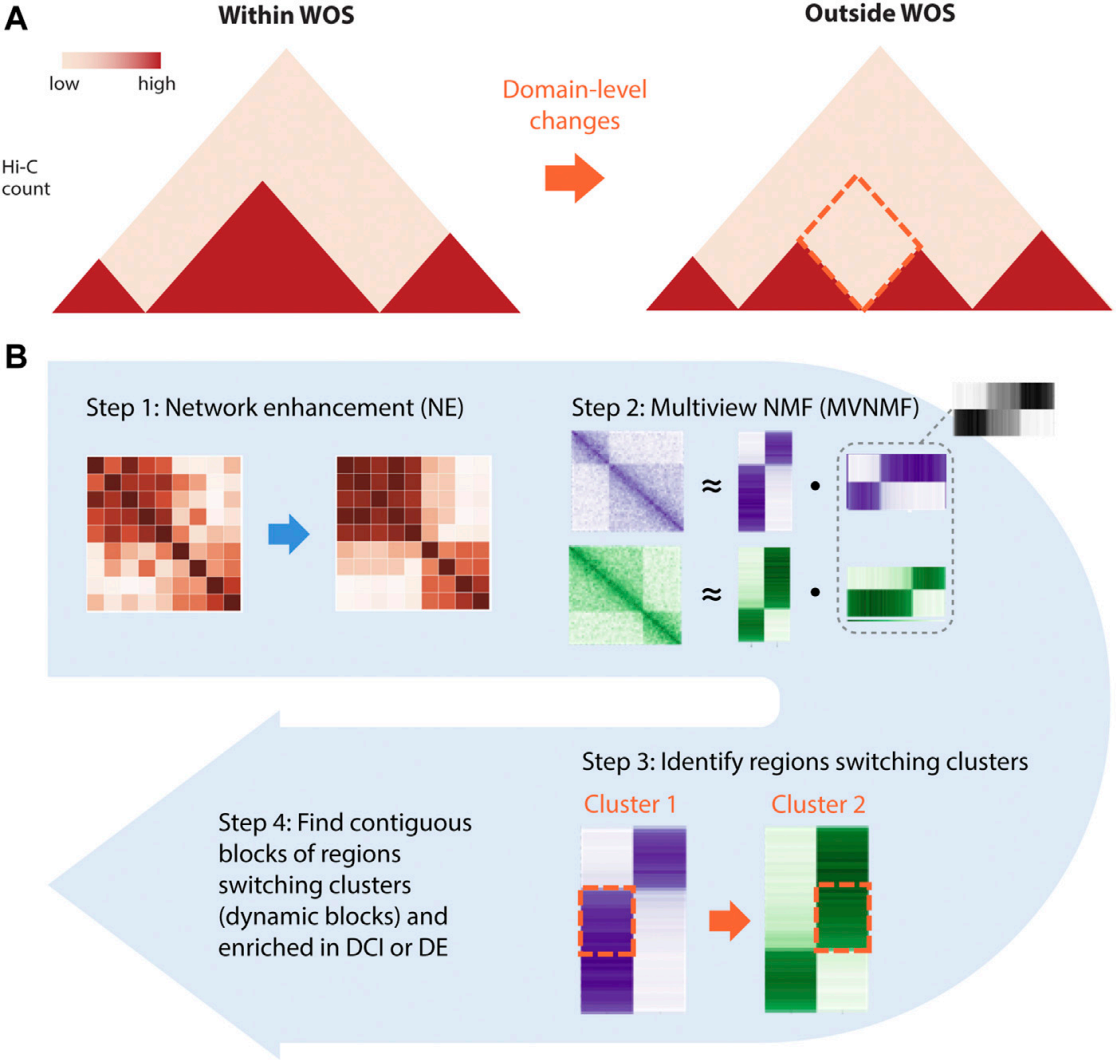
Overview of NE-MVNMF. **(A)** The goal of NE-MVNMF is to find higher-order, e.g., TAD-level changes between the two timepoints denoted as red-dashed diamond. **(B)** Steps of NE-MVNMF. First, network enhancement (NE) smooths out the within-WOS and outside-WOS Hi-C matrices. Then MVNMF is applied to jointly factor the two matrices. By clustering the factor matrices, regions that are switching cluster assignments between within and outside WOS can be identified. These contiguous blocks of such regions represent domain-level changes which we call “dynamic blocks.” On the dynamic blocks, we do downstream analysis, such as check for association with DCIs or DE genes.

The first component of our pipeline, network enhancement (NE) was developed originally for denoising biological networks (Wang et al., 2018) (Figure 2B, Step 1). In our application, we treat a Hi-C dataset as a weighted network of chromatin regions: each node in the network corresponds to a region and the edge weights between nodes represent the interaction counts between a pair of regions. NE iteratively enhances edge weights that are well-supported by strong neighboring edges and weakens those that are poorly supported, then outputs a denoised matrix which is then used as input to the next step in our pipeline, MVNMF. We verified that NE does not overcorrect the underlying structure of the input matrix by comparing results on Hi-C data of different depths before and after smoothing (Supplementary Figure S3, Methods).

MVNMF combines Non-negative Matrix Factorization (NMF) (Lee and Seung, 2001) with multi-task learning (Zhang and Yang, 2021). NMF is a powerful dimensionality reduction method that can be used to recover interpretable, lower-dimensional patterns from large, high-dimensional data in imaging, text, and biomedical domains (Lee and Seung, 2001). Applying NMF to a Hi-C matrix yields low-dimensional factors or latent features which can be used to cluster the row or the column entities, i.e., genomic regions. These clusters of genomic regions correspond to densely interacting regions of the genome such as topologically associating domains (TADs) (Lee and Roy, 2021). MVNMF extends NMF to a multi-task setting with multiple input matrices, each corresponding to a task or a time point (e.g. within WOS). It jointly factorizes the input matrices such that their lower-dimensional factor representations are similar to a single common factor, and clusters derived from these factors can be matched across tasks (Methods). MVNMF identifies clusters that are matched across tasks. This cluster correspondence across tasks allows us to easily identify genomic regions whose cluster assignment has changed in different contexts (Figure 2B, Step 2). From these matched clusters, we define a “dynamic block” as a stretch of 5 or more contiguous 10 kb bins (50 kb region) that have a different cluster assignment between a pair of conditions (Figure 3A). A “static block” is similarly defined but for contiguous 10 kb bins that have the same cluster assignment between the conditions compared. Regions that do not have contiguous cluster assignments for 5 or more regions are considered noisy.

**FIGURE 3:**
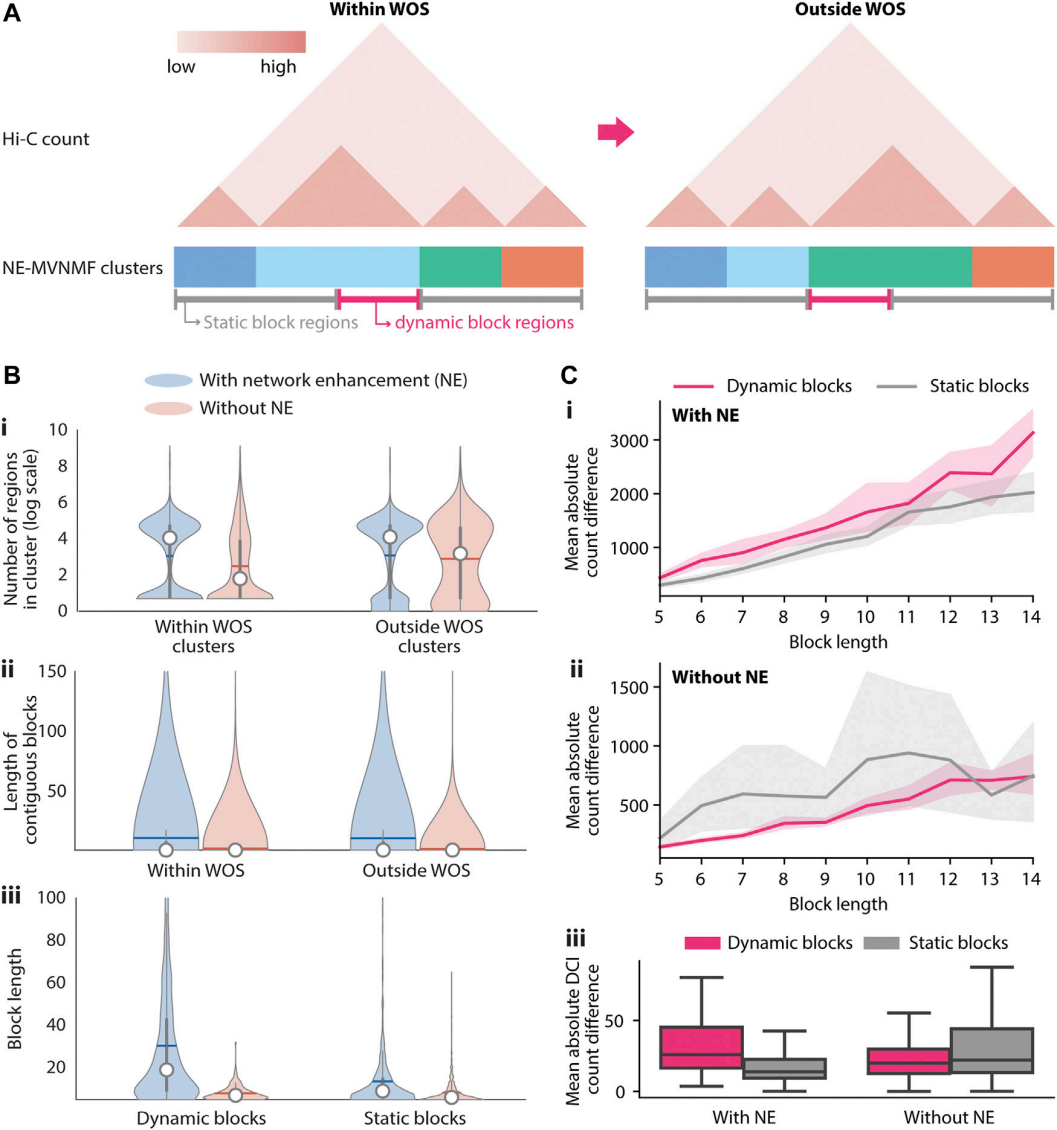
Identification and characterization of dynamic 3D genome blocks with NE-MVNMF. **(A)** Schematic of how dynamic blocks of regions involved in large-scale topological changes are identified from the NE-MVNMF clusters. The NE-MVNMF clusters are depicted at the bottom of the exemplar Hi-C count matrix, with regions in the same cluster to have the same color. Regions in dynamic blocks (magenta line) are regions whose cluster assignment switched between within WOS and outside WOS. Conversely regions in static blocks (gray) are those whose cluster assignment stayed the same. **(B)** Distribution of the number of regions in each cluster within and outside WOS (i), length of contiguous blocks within and outside WOS (ii), and length of contiguous dynamic or static blocks (iii), with and without NE. **(C)** Difference in interaction counts among regions within dynamic blocks and static blocks. Top, for each dynamic or static block, we summed up the absolute value difference between interactions from within WOS and those form outside WOS. We plot the mean of the absolute value difference by block length with NE (i) and without NE (ii). The shaded area represents the 95% confidence interval. iii, Mean absolute value difference for DCIs only is plotted for dynamic and static blocks, with and without NE (iii).

We first compared the effect of network enhancement on the ability to detect higher-order topological units and the quality of the dynamic versus static blocks based on different metrics. We applied both MVNMF and NE-MVNMF at different regularization values ( α ϵ {1e5, 1e6, 1e7, 1e8} Methods) to within and outside the WOS Hi-C matrices at 10 kb resolution. Higher regularization values will constrain the factors from each task to be more similar to the consensus factor (Methods). We examined the distribution of the cluster sizes with and without NE (Figure 3Bi), the extent to which they were contiguous (Figure 3Bii) and the distribution of sizes of static and dynamic blocks (Figure 3Biii). When comparing the overall size of the clusters, without NE tends to obtain on average “smaller” units compared to with NE (Figure 3Bi). Furthermore, when we consider the number of contiguous regions with the same cluster assignment before reaching a different cluster assignment, the lengths of such contiguous regions are larger for NE versus no NE in both within and outside WOS (Figure 3Bii). When comparing the dynamic versus static blocks, we see a similar trend in the size distribution (Figure 3Biii): network enhancement and higher levels of regularization tended to increase the number of static blocks and decrease the number of dynamic blocks overall (Supplementary Table S1). These results show that network enhancement led to more contiguous larger blocks, which are indicative of less noisy clustering assignments. Finally, we hypothesized that there would be a larger difference in overall contact count in dynamic blocks compared to static blocks. We took the overall difference for each block as the sum of the absolute value of the difference for all contact counts within WOS and outside WOS. We compared these count differences for blocks of different sizes (Figures 3Ci,ii) as well as across all blocks (Figure 3Ciii). We find that for the same α regularization value, dynamic blocks have a greater overall difference than static blocks when using network enhancement (Figure 3C for α=1e8 , Supplementary Figure S6 for α ϵ {1e5, 1e6, 1e7} ). For blocks with 3 or more regions, the overall difference for dynamic blocks was significantly greater than static blocks for 6 out of the 10 bins (t-test p-value <0.05). When comparing across blocks of all sizes, the count difference of DCIs between static and dynamic blocks was much more dramatic compared to without NE (Figure 3Ciii). Taken together, NE-MVMF allows us to reliably identify regions involved in higher-order topological changes across multiple biological contexts.

### NE-MVNMF Reveals Large-Scale WOS-Specific Changes

We next examined the dynamic blocks obtained from NE-MVNMF to gain insight into the 3D genome organizational properties within and outside the WOS. There were 168 dynamic blocks in total across all chromosomes, which ranged in size from 50 to 320 kb. We prioritized blocks for interpretation based on the difference in counts of blocks between the two conditions as well as based on visual inspection**.** Of the total 168 blocks, we identified 35 blocks that had a significant change in count between the two conditions when considering all pairs of regions in these blocks (T-test and Rank sum *p*-value <0.05). These blocks ranged from 50 to 180 kb in size and included blocks spanning genic regions (28) and those spanning non-coding regions (7, Figure 4 and Table 2).

**FIGURE 4:**
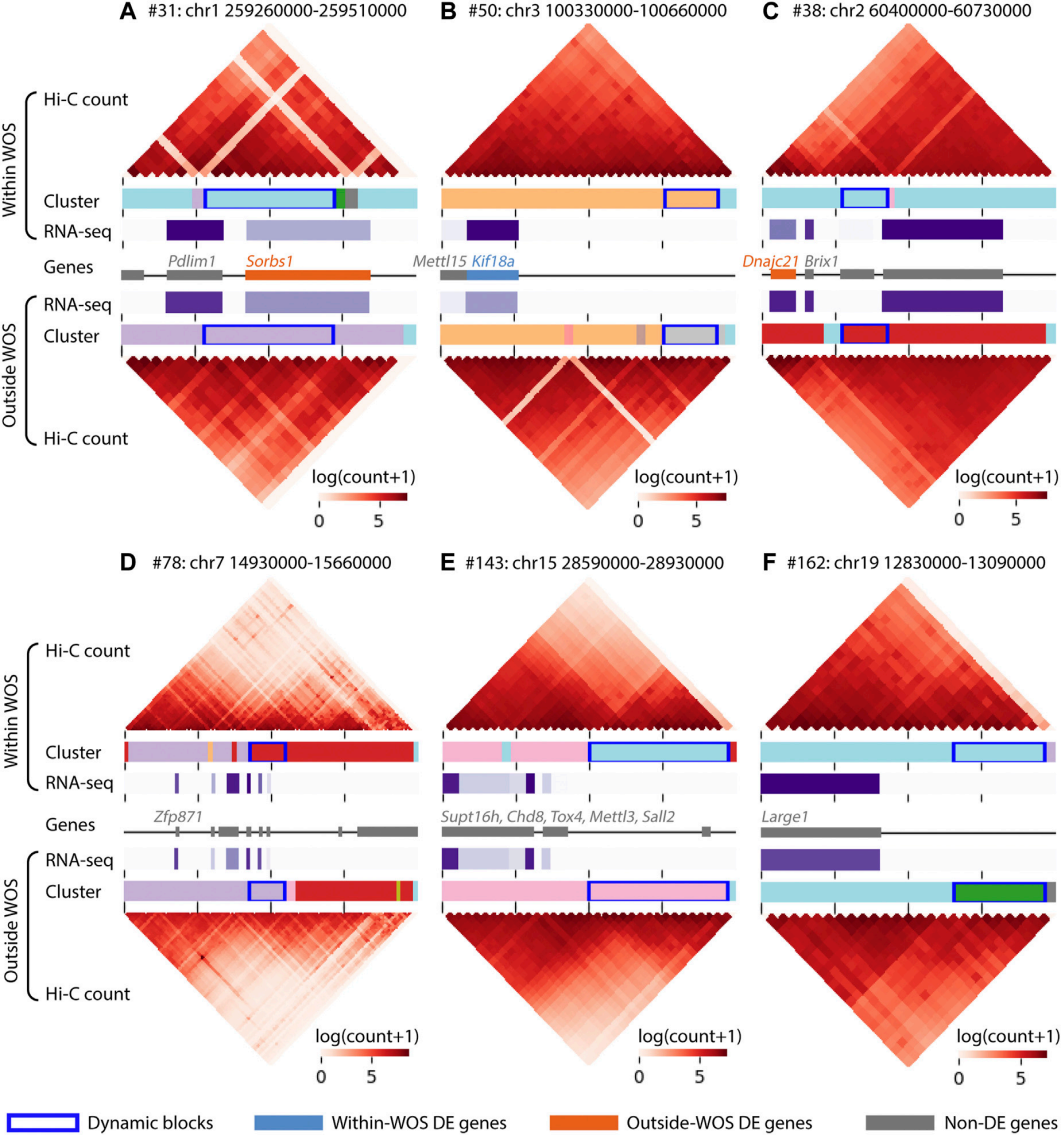
Visualization of regions surrounding 6 dynamic blocks of interest in the window of susceptibility. Within each panel, the top and the bottom heatmaps visualize the interaction counts from within and outside WOS, respectively. The horizontal bars associated with Cluster below each heatmap are colored by cluster ID; dynamic blocks are highlighted with a dark blue box outline. Gene expression (RNA-seq in TPM) is visualized in a horizontal purple heatmap, with darker purple representing higher expression. Finally, the gene track in the middle denotes gene locations; within-WOS and outside-WOS DE genes are colored with blue and orange, respectively. Gray indicates the gene is not DE. The dynamic blocks of interest are found within **(A)** #31, chr1 259260000-259510000, **(B)** #50, chr3 100330000-100660000, **(C)** #38, chr2 60400000-60730000, **(D)** #78, chr7 14930000-15660000, **(E)** #143, chr15 28590000-28930000, **(F).** #162, chr19 12830000-13090000.

**TABLE 2:** Number of genic and non-genic dynamic blocks. A genic block is one which has genes.

	All blocks	Significant (t-test and rank sum)
Total	168	35
Genic	95	28
Non-genic	73	7

For ease of interpretation, we focused on blocks that harbored genes, regardless of their differential expression status. For example, one block (#31,110 kb, Figure 4A), included the genes *Pdlim1* and *Sorbs1*, of which *Sorbs1* exhibited a significantly lower expression within WOS (6 weeks), while *Pdlim1* exhibited a relatively higher, expression in the WOS. 

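*Pdlim1* (ENSRNOG00000016166) had 793 ± 87.4 normalized counts (SD, n = 6 rats) within WOS and 749 ± 120 (SD, n = 7 rats) outside WOS, and 5 of the 6 rats at 6 weeks were above the 10-week median of 709. The log2 fold change of 0.090 (standard error 0.12, adjusted p = 0.653 from limma) was within the spread between rats, and its sign differed between the larger (-0.037) and the smaller set of rats (0.30). Across the 13 fits that each left out 1 rat, the log2 fold change ran from 0.045 to 0.15.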

*Pdlim1* is expressed in fibroblasts and involved in cell polarity and migration (Stelzer et al., 2016) and has been shown to be associated with breast cancer progression (Liu et al., 2015). *Sorbs1* is involved in signaling pathways and low expression of *Sorbs1* is associated with poor prognosis of breast cancer (Song et al., 2017). 

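*Kif18a* (ENSRNOG00000005037) had 113 ± 37.5 normalized counts (SD, n = 6 rats) within WOS and 63.3 ± 24.0 (SD, n = 7 rats) outside WOS. A log2 fold change of 0.84 (standard error 0.27, adjusted p = 0.0533 from limma) did not pass the threshold of 0.05. When adjusted over the list alone of the 30 genes the paper names, the adjusted p was 0.0382. All 6 rats at 6 weeks lay above the 10-week median of 58, and 3 of them lay above every rat at 10 weeks. *Kif18a* was DE with library size scaling (adjusted p = 0.0399) and when only genes with at least 10 in every rat were tested (adjusted p = 0.0381). Leaving out rat 80 (adjusted p = 0.0243) or rat 81 (adjusted p = 0.0197) had the same effect. In the larger set of rats the log2 fold change was 1.06, and in the smaller set it was 0.35. *Mettl15* (ENSRNOG00000004926) had 23.8 ± 9.45 normalized counts (SD, n = 6) within WOS and 24.3 ± 5.91 (SD, n = 7) outside WOS, which did not differ (log2 fold change -0.10, adjusted p = 0.82). Its sign changed when rat 75 was left out (0.062) and when rat 80 was left out (0.062), and differed between the larger (0.15) and the smaller set of rats (-0.72).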

Another block (#50, 60 kb, Figure 4B) spanned two genes, *Kif18a* and *Mettl15* of which *Kif18a* has a significantly high expression within WOS. *Kif18a* is a kinesin protein involved in chromosomal stability, low expression of kinesin proteins has been associated with cell proliferation of chromosomally unstable genes (Marquis et al., 2021) and is a candidate target for cancer treatment (Sabnis, 2020). 

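*Dnajc21* (ENSRNOG00000017876) had 442 ± 47.6 normalized counts (SD, n = 6 rats) within WOS and 688 ± 98.2 (SD, n = 7 rats) outside WOS. All 6 rats at 6 weeks, between 387 and 501, lay below all rats at 10 weeks, between 563 and 863. The log2 fold change was -0.63 (standard error 0.12, adjusted p = 0.0036 from limma), with -0.74 in the larger set of rats and -0.49 in the smaller set. *Brix1* (ENSRNOG00000018021) had 851 ± 91.8 normalized counts (SD, n = 6) within WOS and 971 ± 119 (SD, n = 7) outside WOS. All 6 rats at 6 weeks were below the 10-week median of 1003, yet the log2 fold change of -0.19 (standard error 0.11, adjusted p = 0.272) did not pass the threshold. It was -0.26 in the larger set of rats and -0.12 in the smaller set.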

Another block harboring a down-regulated gene within the WOS was #38 (50 kb, Figure 4C), containing *Dnajc21* a heat shock protein and *Brix1* involved in ribosome biogenesis. Over-expression of heat shock proteins has been associated with a large number of cancers (Calderwood and Gong, 2016). Another block (#78, 90 kb, Figure 4D) was associated a number of zinc finger proteins, including *Zfp871*, which was shown to be part of the P53 pathway (Mohibi et al., 2021) and cytochrome P450, an enzyme that metabolizes several pre-carcinogens and is broadly involved in both cancer formation and treatment (Rodriguez-Antona and Ingelman-Sundberg, 2006). Finally, blocks 143 (160 kb, Figure 4E) and 162 (80 kb, Figure 4F) had several genes that either encoded chromatin remodeling factors (*Supt16h* and *Chd8*), genes representing families often mutated in cancers (*Tox4*, Yu and Li, 2015), genes that have been implicated as oncogenes as well as tumor suppressors (*Sall2*, Hermosilla et al., 2017; *Mettl3*, Zeng et al., 2020) and involved in glycosylation (*Large*1, block162) which is used as a marker and offers novel therapeutic targets (Costa et al., 2020). Overall, our analysis identified dynamic blocks that harbored genes implicated in cancer and related pathways including chromosomal stability, ribosome biogenesis and stress response.

### WOS-Specific Looping can be Leveraged to Examine Regulatory Variation

Many studies have identified disease associated variants inside distal regulatory elements that loop to genes, for example, in autoimmune disorders (Javierre et al., 2016) and cancer (Zhang et al., 2019) including breast cancer susceptibility (Baxter et al., 2018). What is less explored is the context-specificity and timing of these long-range interactions, which can impact when a variant modulates a target gene’s expression. The Temporal Control Element (TCE) interaction with the *Pappa* gene is an example of a time window-specific interaction and is present in young rats (within WOS), but not older rats (Henning et al., 2016). In the susceptible genotype, *Pappa* expression levels are increased relative to the resistant genotype leading to increased breast cancer susceptibility, indicating a genotype-specific effect on gene expression. A similar model could underlie other SNPs associated with breast cancer susceptibility, where the SNP occurs in an enhancer region that loops to regulate a gene’s expression in a condition-specific manner (e.g. in the WOS but not outside the WOS). The SNP may disrupt the binding site of a transcription factor which may result in aberrant expression of the target gene, but the loop itself is operational only in a particular condition. It is also possible that the SNP effects the loop strength, for example by perturbing the binding site of an architectural protein, e.g. CTCF, which may affect the regulation of a gene (de Wit et al., 2015; Tang et al., 2015; Guo et al., 2018). The TCE-*Pappa* interaction was conserved in human and rat. Therefore, we asked if we could examine additional variants associated with breast cancer for their participation in condition-specific long-range interactions (Figure 5).

**FIGURE 5:**
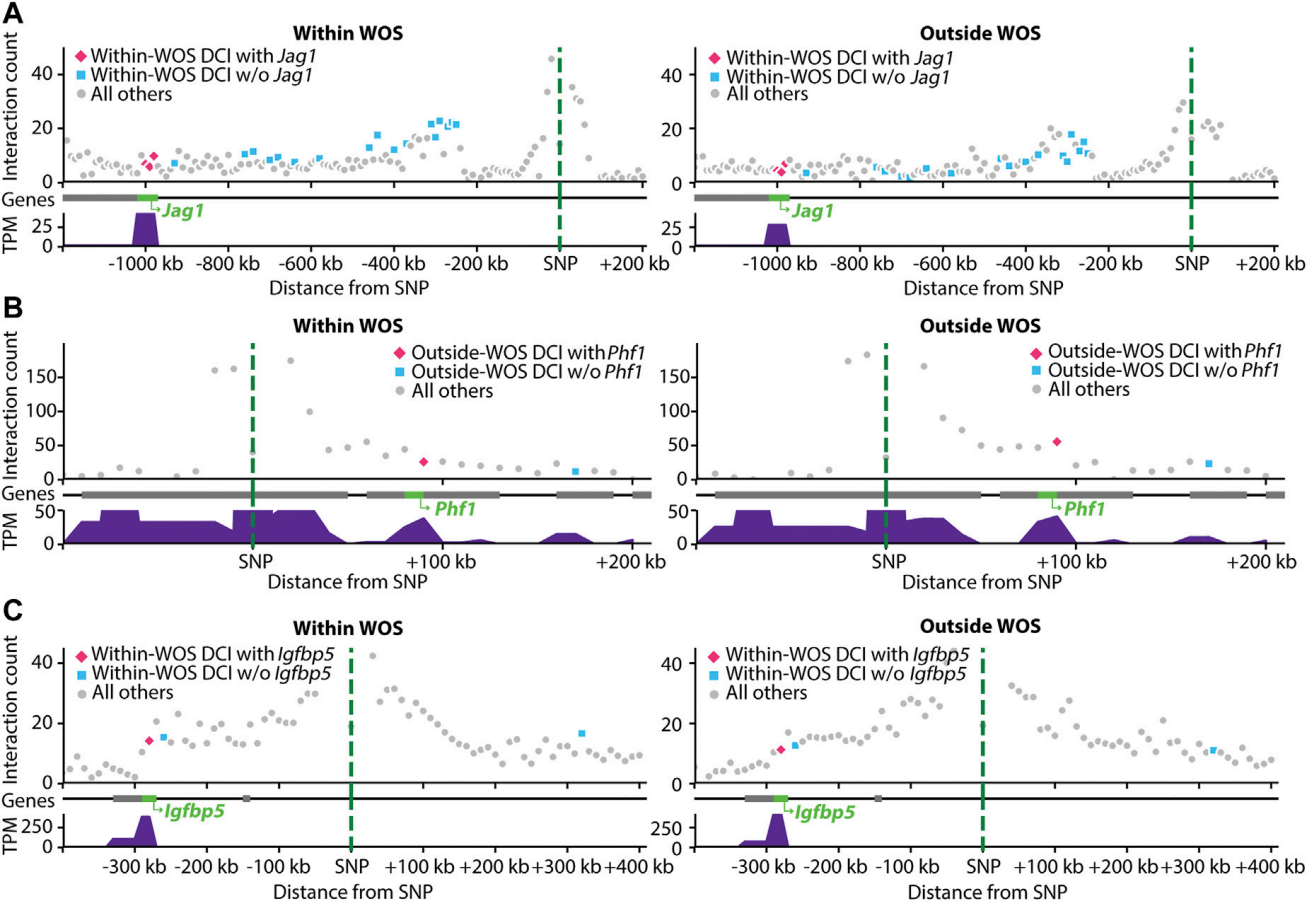
Visualization of interactions involving SNPs associated with human breast cancer mapped to rat genome. Within each panel, shown are the interaction counts from within WOS **(left)** and outside WOS **(right)** between the mapped-SNP region (green dotted line) and neighboring regions by distance. Pink dots are DCIs associated with the gene of interest; blue dots are other DCIs; gray dots are all others. Gene tracks denote gene locations; the gene of interest is highlighted in green. Gene expression (in TPM) is plotted below the gene tracks. **(A)** Interactions involving human breast cancer SNP (chr20 11502618 A- > AAC) mapped to a region in rat. The region is involved in within-WOS DCI with the gene *Jag1*. **(B)** Interactions involving human breast cancer SNP (chr6 33239869 C- > T) mapped to a region in rat. This region is involved in outside-WOS DCI with gene *Phf1*. **(C)** Interactions involving human breast cancer SNP (chr3 156535958 AT- > A) mapped to a region in rat. This region is involved in within-WOS DCI with gene *Igfbp5*.

We considered two studies for this problem, one that mapped SNPs to genes using a computational tool, INQUISIT (Zhang et al., 2020), and two, that used Capture-Hi-C (Baxter et al., 2018). We obtained 26 SNPs from a recent human breast cancer GWAS study that were linked to potential target genes in 201 interactions using INQUISIT (Zhang et al., 2020). We mapped these SNPs to loci in rn6 using liftOver and then identified target genes with the DCIs (Methods), (Kuhn et al., 2013). Since the lifted over position in rat likely does not correspond to a SNP in rat, we refer to the interactions as SNP-gene interactions in human and locus-gene interactions in rat. A total of 11 SNPs mapped to a locus in rat corresponding to a total of 101 human SNP-gene associations. Of these 11 SNPs, we identified 15 locus-gene DCIs, connecting 6 SNPs and 9 genes in total across these interactions (Zhang et al., 2020) (Table 3). Of these interactions, 7 locus-gene DCIs were within WOS (5 SNPs, 5 genes) and 8 locus-gene DCIs were outside WOS (4 SNPs, 6 genes). Of the 5 genes connected to within WOS locus-gene interactions, *Jag1* is differentially up-regulated within WOS (Figure 5A). 

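*Jag1* (ENSRNOG00000007443) had 2792 ± 327 normalized counts (SD, n = 6 rats) within WOS and 2020 ± 236 (SD, n = 7 rats) outside WOS. Its change on the log2 scale was 0.47 (standard error 0.11, adjusted p = 0.0155 from limma). Of the 6 rats at 6 weeks, 5 lay above all rats at 10 weeks. *Jag1* stayed DE in all 13 fits that each left out 1 rat, with an adjusted p from 0.0136 to 0.0361. Within the larger set of rats alone the log2 fold change was 0.34 (adjusted p = 0.0733), and within the smaller set it was 0.69 (adjusted p = 0.304).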

*Jag1* is part of the notch signaling pathway involved in the renewal of stem and progenitor cells in mammary glands and has been associated with poor overall survival in breast cancer (Reedijk et al., 2005). Of the 6 genes connected to outside WOS locus-gene interactions, *Trps1* and *Phf1* are differentially up-regulated outside the WOS. 

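*Trps1* (ENSRNOG00000024998) had 2952 ± 287 normalized counts (SD, n = 6 rats) within WOS and 3968 ± 521 (SD, n = 7 rats) outside WOS, with no overlap between the ages. The log2 fold change was -0.42 (standard error 0.11, adjusted p = 0.0206 from limma), with -0.46 in the larger set of rats and -0.41 in the smaller set. With library size scaling it was -0.37 and no longer passed the threshold (adjusted p = 0.0514). *Phf1* (ENSRNOG00000000480) had 439 ± 157 normalized counts (SD, n = 6) within WOS and 697 ± 204 (SD, n = 7) outside WOS. Its log2 fold change of -0.68 (standard error 0.23, adjusted p = 0.0645) did not pass the threshold, and the adjusted p was 0.0415 when adjusted over the list alone of the 30 genes the paper names. Rat 75, with 737 normalized counts of *Phf1*, stood apart from the other rats at 6 weeks, which had at most 455. Without rat 75 the log2 fold change was -0.84 and *Phf1* was DE (adjusted p = 0.02), as it was without rat 85 (adjusted p = 0.0332) and when only genes with at least 10 in every rat were tested (adjusted p = 0.0481). In the larger set of rats the log2 fold change of *Phf1* was -0.66, and in the smaller set it was -0.55.

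**Figure D3:**
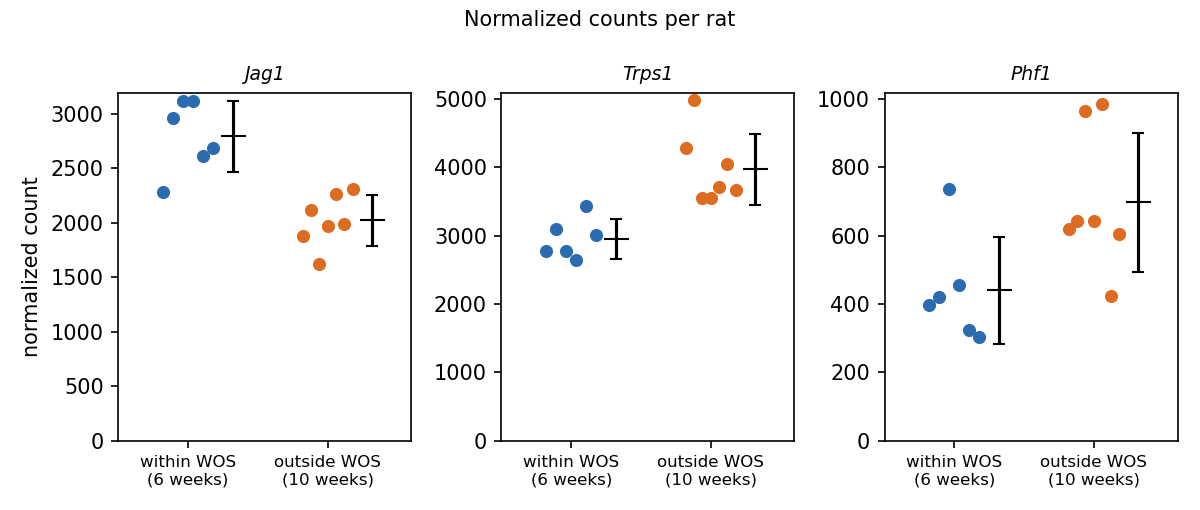
Normalized counts of Jag1, Trps1 and Phf1. Each point is 1 rat, 6 within WOS and 7 outside WOS, and the bars give the mean and SD of each age; Trps1 ranges from 2638 to 3428 within WOS and from 3546 to 4978 outside WOS.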

Knockdown of *Trps1* results in reduced tumor growth in shRNA screens and *Trps1* has been shown to repress transcription by interacting with multiple components of the nucleosome remodeling deacetylase complex (Witwicki et al., 2018). *Phf1* is part of the polycomb group of proteins that maintain repressive chromatin states and has been shown to be an activator of the p53 signaling pathway (Figure 5B) (Yang et al., 2013). p53 is a tumor suppressor that regulates cell growth and apoptosis (Yang et al., 2013). Both *Trps1* and *Phf1* have tumor suppressor properties, are associated with repressive chromatin and are up-regulated outside WOS.

**TABLE 3:** Rat loci-gene interactions that recapitulate human breast cancer GWAS SNP-gene interaction from Zhang et al. (2020). Shown is the name of the human SNP, the rat 10 kb bin that has the gene and the variant of the conserved loop. The human SNP is named to show the chromosome ID and the genomic coordinate.

Gene name	Human SNP	Chr	GeneContainingBin	SNPContainingBin	Within or outside WOS
*Hnf1a*	rs17215231	12	47430000	47420000	Within
*Trps1*	rs13277568	7	90150000	90310000	Within
*Jag1*	rs141526427	3	130090000	131090000	Within
*Jag1*	rs141526427	3	130100000	131090000	Within
*Jag1*	rs141526427	3	130110000	131090000	Within
*Lekr1*	rs34052812	2	157570000	157440000	Within
*Mrps35*	chr12_29140260	4	181430000	182340000	Within
*Phf1*	rs2464195	20	5530000	5440000	Outside
*Cuta*	rs2464195	20	5530000	5440000	Outside
*Sppl3*	rs17215231	12	47310000	47420000	Outside
*Hnf1a*	rs17215231	12	47410000	47420000	Outside
*Trps1*	rs13277568	7	90190000	90310000	Outside
*Trps1*	rs13277568	7	90200000	90310000	Outside
*Trps1*	rs13277568	7	90300000	90310000	Outside
*Tiparp*	rs34052812	2	157340000	157440000	Outside

We performed a similar analysis by leveraging a study that used Capture Hi-C to link breast cancer GWAS SNPs to genes (Baxter et al., 2018). The study investigated 41 breast cancer GWAS SNPs connected to genes. Of these 41, 16 mapped to a locus in rat and participated in 63 SNP-gene interactions in the human Capture Hi-C data. Seven of these SNP-gene interactions mapped to a corresponding locus-gene DCI in rat, one in a within WOS DCI and six in outside WOS DCIs (5 SNPs, 6 genes, Table 4). For the within WOS DCI, the locus corresponded to human SNP rs13387042 and gene *Igfbp5* (Figure 5C). *Igfbp5*, like the WOS-associated gene *Pappa* gene, is involved in IGF signaling and plays an important role in mammary development (Wyszynski et al., 2016). The interaction between rs13387042 and *Igfbp5* is supported by previous studies in humans (Ghoussaini et al., 2014; Baxter et al., 2018). This result suggests that the mechanism by which variants interact with the *Igfbp5* promoter may be related to WOS.

**TABLE 4:** Rat loci-gene interactions that recapitulate human breast cancer GWAS SNP-gene interaction from Baxter et al. (2018), identified with Capture-Hi-C. Shown is the name of the human SNP, the rat 10 kb bin that has the gene and the variant of the conserved loop.

Gene name	Human SNP	Chr	GeneContainingBin	SNPContainingBin	Within or outside WOS
*Igfbp5*	rs13387042	9	80160000	80440000	Within
*Zmiz1*	rs704010	16	1890000	1760000	Outside
*Zmiz1*	rs704010	16	1930000	1760000	Outside
*Gtpbp3*	rs8170	16	19900000	19790000	Outside
*Rpl37a*	rs16857609	9	80000000	80810000	Outside
*Olfml3, Hipk1*	rs11552449	2	206220000	206290000	Outside
*Ovol1*	rs3903072	1	220930000	220910000	Outside

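*Ovol1* (ENSRNOG00000020669) had 748 ± 61.3 normalized counts (SD, n = 6 rats) within WOS and 1097 ± 174 (SD, n = 7 rats) outside WOS, and every rat at 6 weeks was below every rat at 10 weeks. The log2 fold change was -0.54 (standard error 0.12, adjusted p = 0.0086 from limma), with -0.56 in the larger set of rats and -0.51 in the smaller set. *Olfml3* (ENSRNOG00000019211) had 412 ± 81.3 normalized counts (SD, n = 6) within WOS and 265 ± 71.9 (SD, n = 7) outside WOS. Its log2 fold change was 0.66 (standard error 0.20, adjusted p = 0.0428), and 4 of the 6 rats at 6 weeks lay above all rats at 10 weeks. *Olfml3* was DE in 5 of the 13 fits that each left out 1 rat, with an adjusted p from 0.0329 to 0.0984. The log2 fold change was 0.49 in the larger set of rats, where it did not pass the threshold (adjusted p = 0.21), and 0.94 in the smaller set.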

Of the 6 genes that are interacting with SNP-associated loci outside WOS, two are differentially expressed, *Ovol1* (up-regulated outside WOS) and *Olfml3* (up-regulated inside WOS). *Ovol1* has been shown to induce mesenchymal to epithelial transition in human cancers (Roca et al., 2013) and is associated with rs3903072. This association is also supported by human eQTL studies in breast cancer, suggesting that rs3903072 may alter *Ovol1* expression (Li et al., 2014). Targeting *Olfml3* has been shown to suppress tumor growth and angiogenesis (Stalin et al., 2021). Of the non-DE genes, *Zmiz1* is a prognostic marker of multiple cancer types (Mathios et al., 2019), *Rpl37a* is a biomarker for response to neoadjuvant chemotherapy in non-metastatic locally advanced breast cancer (Carrara et al., 2021), and *Hipk1* has been shown to act as a tumor suppressor by activating p53 (Rey et al., 2013). 

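*Zmiz1* (ENSRNOG00000010488) had 2682 ± 954 normalized counts (SD, n = 6 rats) within WOS and 3702 ± 692 (SD, n = 7 rats) outside WOS. Its log2 fold change of -0.52 (standard error 0.21, adjusted p = 0.114 from limma) did not pass the threshold. Within the larger set of rats alone *Zmiz1* was DE (log2 fold change -0.69, adjusted p = 0.028), as it was with the first residual component as a term (adjusted p = 0.0477), and the smaller set gave -0.096. *Rpl37a* (ENSRNOG00000023385) had 5604 ± 2138 normalized counts (SD, n = 6) within WOS and 4459 ± 1556 (SD, n = 7) outside WOS (log2 fold change 0.30, standard error 0.27, adjusted p = 0.468), with 0.38 in the larger set of rats and 0.0027 in the smaller set. In rat 85, at 10 weeks, *Rpl37a* stood at 7767, against 3005 to 4686 in the other rats of that age. *Hipk1* (ENSRNOG00000019333) had 4155 ± 228 normalized counts (SD, n = 6) within WOS and 4800 ± 534 (SD, n = 7) outside WOS. All 6 rats at 6 weeks were below the 10-week median of 5031, and the log2 fold change was -0.20 (standard error 0.10, adjusted p = 0.175), with -0.31 in the larger set of rats and -0.057 in the smaller set.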

In the outside WOS DCI locus-gene interactions, *Hipk1* interacts with rs11552449. This interaction is also supported in human follicular helper T cell Capture Hi-C data (Su et al., 2020). Infiltration of follicular helper T cells has also been shown to predict breast cancer survival (Gu-Trantien et al., 2013). Overall, we were able to recover several human SNP locus-gene interactions in our dataset, which connected to genes implicated in cancer. The conservation of these long-range interactions in human and rat enable leveraging our dataset to study the human loci in rat as a model system.

## Discussion

The window of susceptibility (WOS) of breast cancer is an important period during which cancer risk due to environmental exposure is higher in women. The three-dimensional organization of the genome likely plays an important role in the transcriptional programs underlying the early stages of carcinogenesis (Henning et al., 2016; García-Nieto et al., 2017). However, little is known about these mechanisms within the WOS and how it differs outside the WOS. Here, we generated unique Hi-C and RNA-seq datasets for rats in and outside WOS and developed a computational approach, NE-MVNMF, that can unravel these differences.

Dynamics in three-dimensional genome organization can be studied at the level of individual loops as well as higher-order organizational units. However, the immediate impact on downstream gene expression due to these changes remains debated (van Steensel and Furlong, 2019). We demonstrated that differential chromatin interactions (DCIs) are associated with transcriptional differences between within WOS and outside WOS. Upregulated genes associated with differential interactions, which are higher in strength within WOS are specifically enriched for cell-cycle related terms compared to all up-regulated genes or genes associated with DCIs with counts higher outside the WOS. The cell cycle has been implicated in breast cancer susceptibility (Deng, 2006) and is often deregulated in breast cancer (Bower et al., 2017). Our results suggests that long-range regulation or deregulation of cell cycle genes could be important avenues for functional studies of breast cancer susceptibility.

A significant challenge in studying dynamics in 3D genome organization is detecting reliable changes between time points. This is difficult because of high sparsity of the data. To address this challenge, we developed a multi-view NMF approach with network enhancement to first enhance the Hi-C signal followed by identification of large-scale topological changes within WOS and outside WOS. The network enhancement smooths the matrix, which strengthens well-supported interactions and weakens poorly supported interactions. This allows MV-NMF to be more robust to noise and bias. Our results show that network enhancement to smooth the matrices before NMF leads to the identification of dynamic blocks that have larger changes in contact count overall and specifically larger changes in DCIs compared to static blocks. Closer inspection of dynamic blocks revealed many genes that are involved in mammary development and cancer-associated pathways.

We previously identified a WOS-specific interaction between the TCE and the *Pappa* gene (Henning et al., 2016). This interaction is conserved across human, rat and mouse. Therefore, we asked if we can identify similar conserved interactions by mapping human SNP-gene interactions to rat, which can then be followed up with in-depth molecular characterization in a model organism. We identified several examples of conserved locus-gene interactions by comparing our DCIs to two previous studies connecting breast cancer susceptibility SNPs to genes in human (Baxter et al., 2018; Zhang et al., 2020). For example, the SNP rs13387042, which falls in an enhancer region in human loops over a distance of 400 kb to *Igfbp5* (Wyszynski et al., 2016). We were able to map this locus onto a DCI within WOS rats connected to the rat ortholog of *Igfbp5.* Notably, similar to the previously validated WOS-associated *Pappa* gene, *Igfbp5* is also involved in mammary development and IGF signaling. This interaction, along with the other interactions identified in this study, will be a valuable resource for enabling deeper characterization of genetic variation and breast cancer that may have a similar age-specific window of susceptibility.

Our work can be extended in several ways. First, the addition of more time points would be useful in identifying more fine-grained dynamics of chromatin for entry and exit from the WOS. Second, the addition of one-dimensional regulatory signals would be beneficial in determining which enhancers and promoters are active within and outside WOS. In general, a more robust dataset can aid in gaining a more complete picture of the molecular mechanisms underlying WOS. On the methodological side, our approach could be extended to identify more complex patterns of change in 3D genome organization to handle more time points and heterogeneous samples. Taken together, our transcriptomic and 3D genome profiles of within WOS and outside WOS and our computational pipeline should be a useful resource for studying the role of 3D genome organization in the window of susceptibility for breast cancer.

## Data Availability

The datasets generated for this study can be found in the GEO database with the accession number GSE184285 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184285). Source code (C++) for MVNMF is available here: http://github.com/Roy-lab/mvnmf.

# Supplementary material for: Deciphering the Role of 3D Genome Organization in Breast Cancer Susceptibility
**Source:** Front Genet. 2022 Jan 11;12:788318. doi: 10.3389/fgene.2021.788318
**Supplement:** Supplementary file 1

Supplementary Material

# Supp Figures and Tables

## Supp Figures

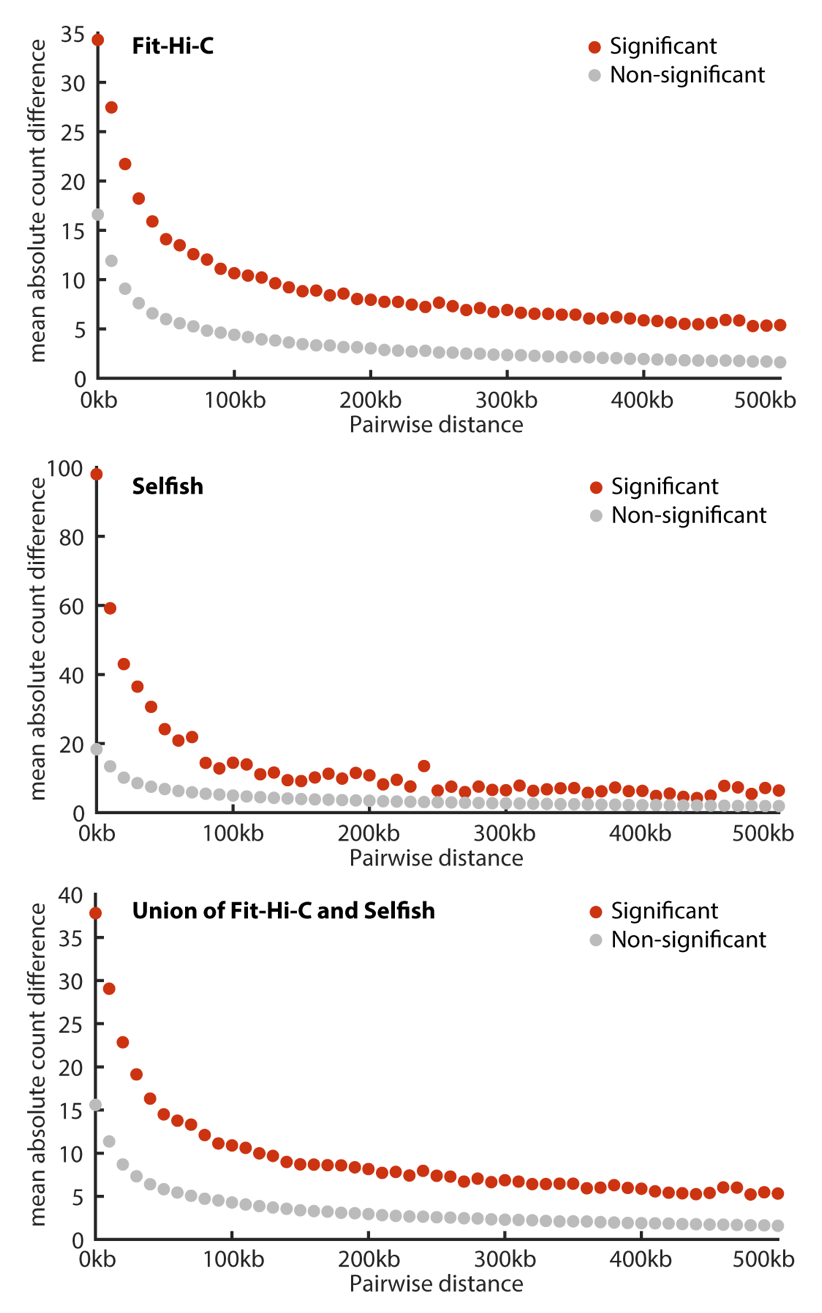

**Supp Figure 1.** Mean absolute interaction count difference between within-WOS and outside-WOS DCI. DCIs were identified using Fit-Hi-C (top), Selfish (middle), and by taking the union of DCIs identified by both methods (bottom).

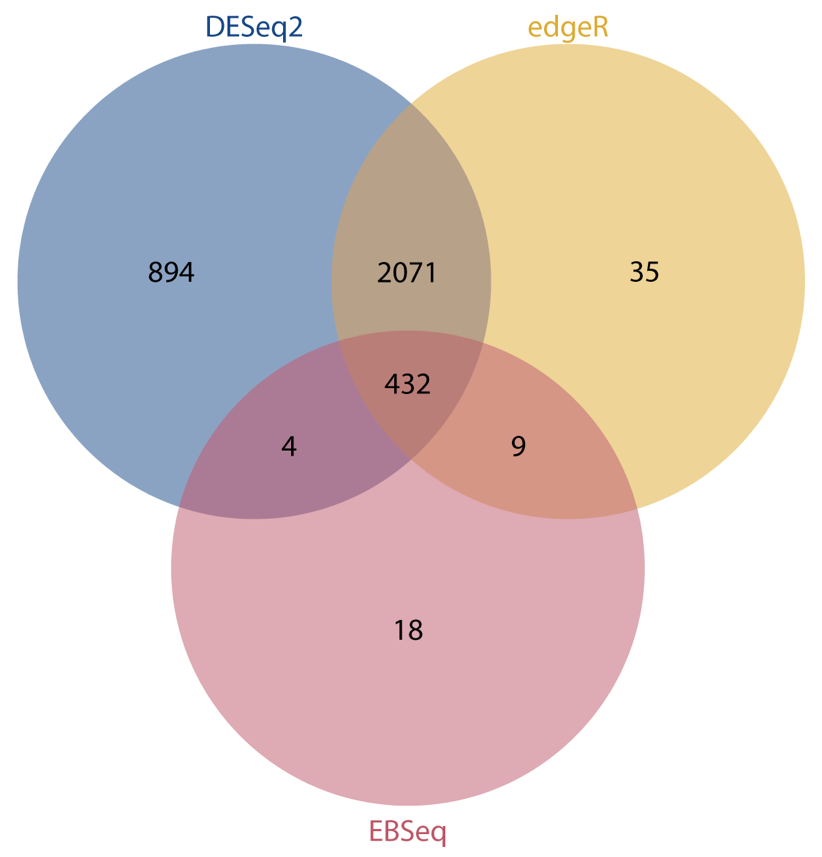

**Supp Figure 2.** Number of DE genes identified by three different methods (EBSeq, DESeq2 and edgeR) and the size of their intersections.

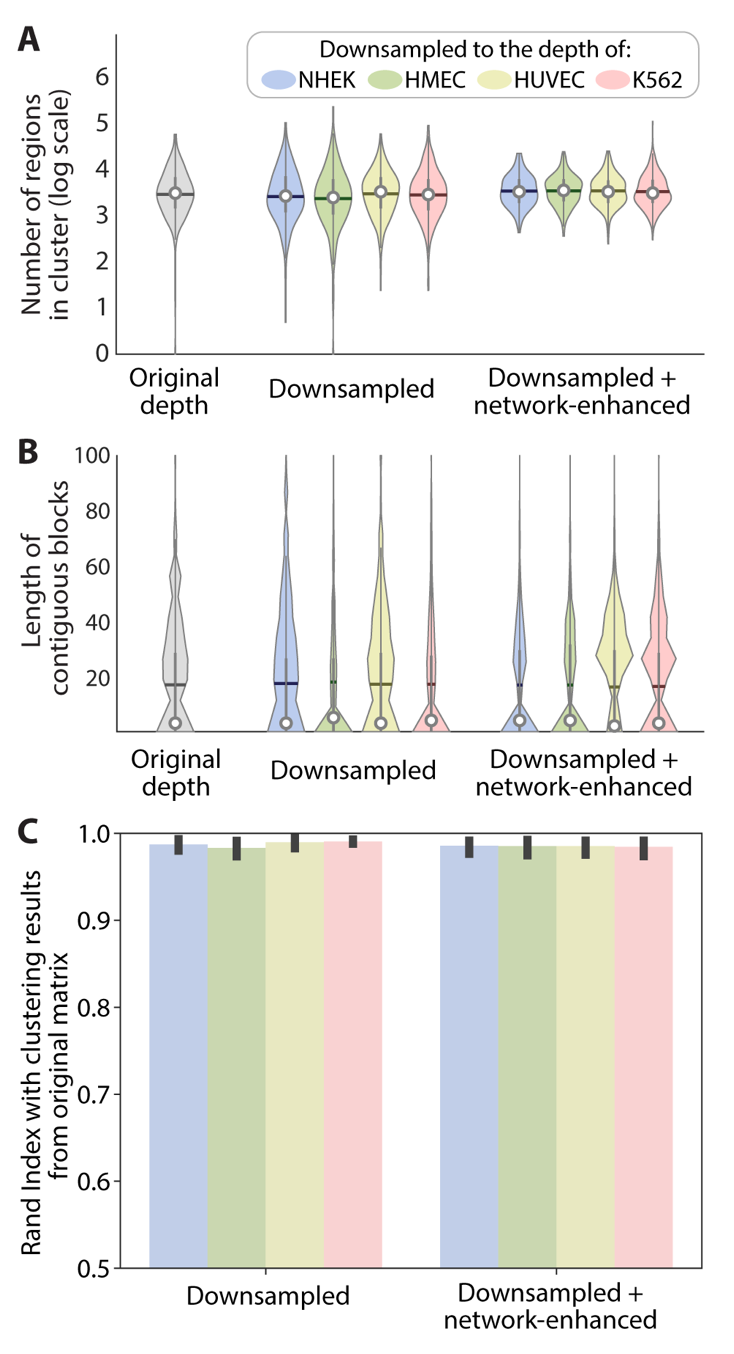

**Supp Figure 3.** The effect of network enhancement (NE) on NMF cluster size, contiguous block length, and similarity of clustering results in sparser, downsampled input data. **A.** The distribution of NMF cluster sizes from original, high-depth GM12878 cell line (grey), and those from input data downsampled to lower-depth cell lines: NHEK (blue), HMEC (green), HUVEC (yellow), K562 (pink), with and without NE. **B.** The distribution of contiguous block lengths from high-depth GM12878 cell line (grey), and those from input data downsampled to lower-depth cell lines: NHEK (blue), HMEC (green), HUVEC (yellow), K562 (pink), with and without NE. **C.** Similarity between clustering results from high-depth input data (from GM12878 cell line) and those from inputs downsampled to various depths (NHEK – blue, HMEC – green, HUVEC, yellow, K562 – pink), with and without NE.

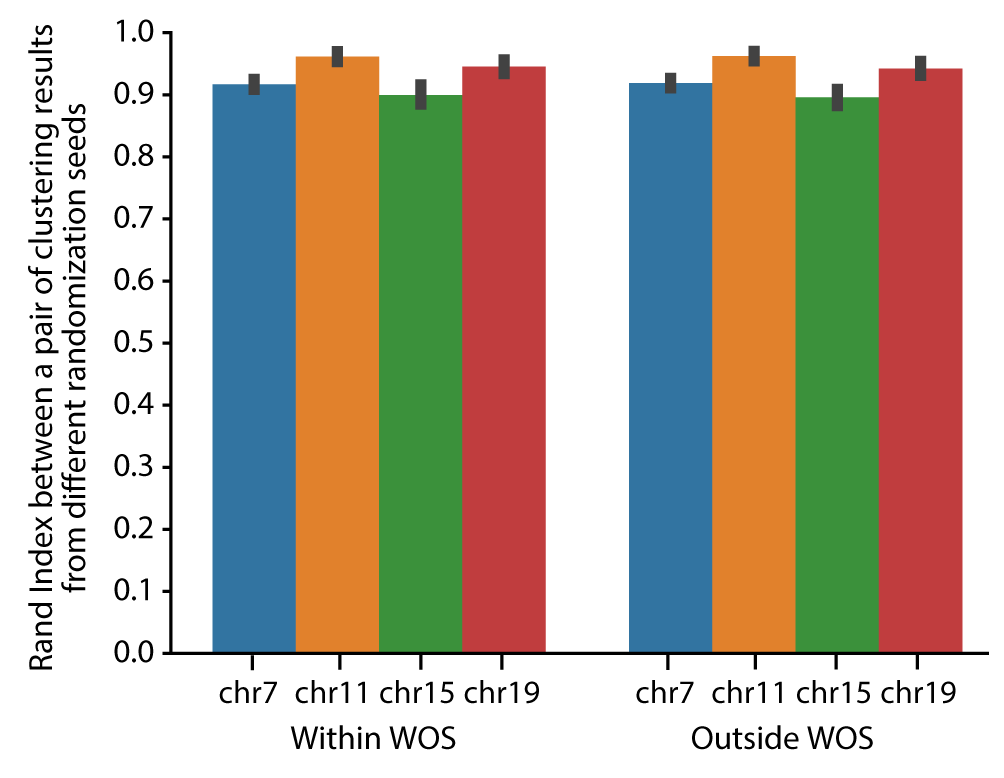

**Supp Figure 4.** Stability of the MVNMF clustering results to random initialization, measured by Rand Index between a pair of clustering results from different random initialization seeds.

##
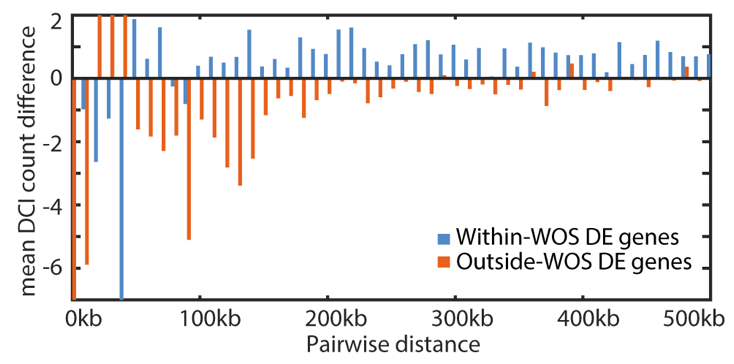

**Supp Figure 5.** Mean count difference (within-WOS count – outside-WOS count) for DCIs associated with genes that are up-regulated within WOS (i.e., within-WOS DE genes, blue) and up-regulated outside WOS (outside-WOS DE genes, orange). Genes were associated with any within-WOS or outside-WOS DCI, regardless of whether the gene expression itself is up-regulated within WOS or outside WOS.

**
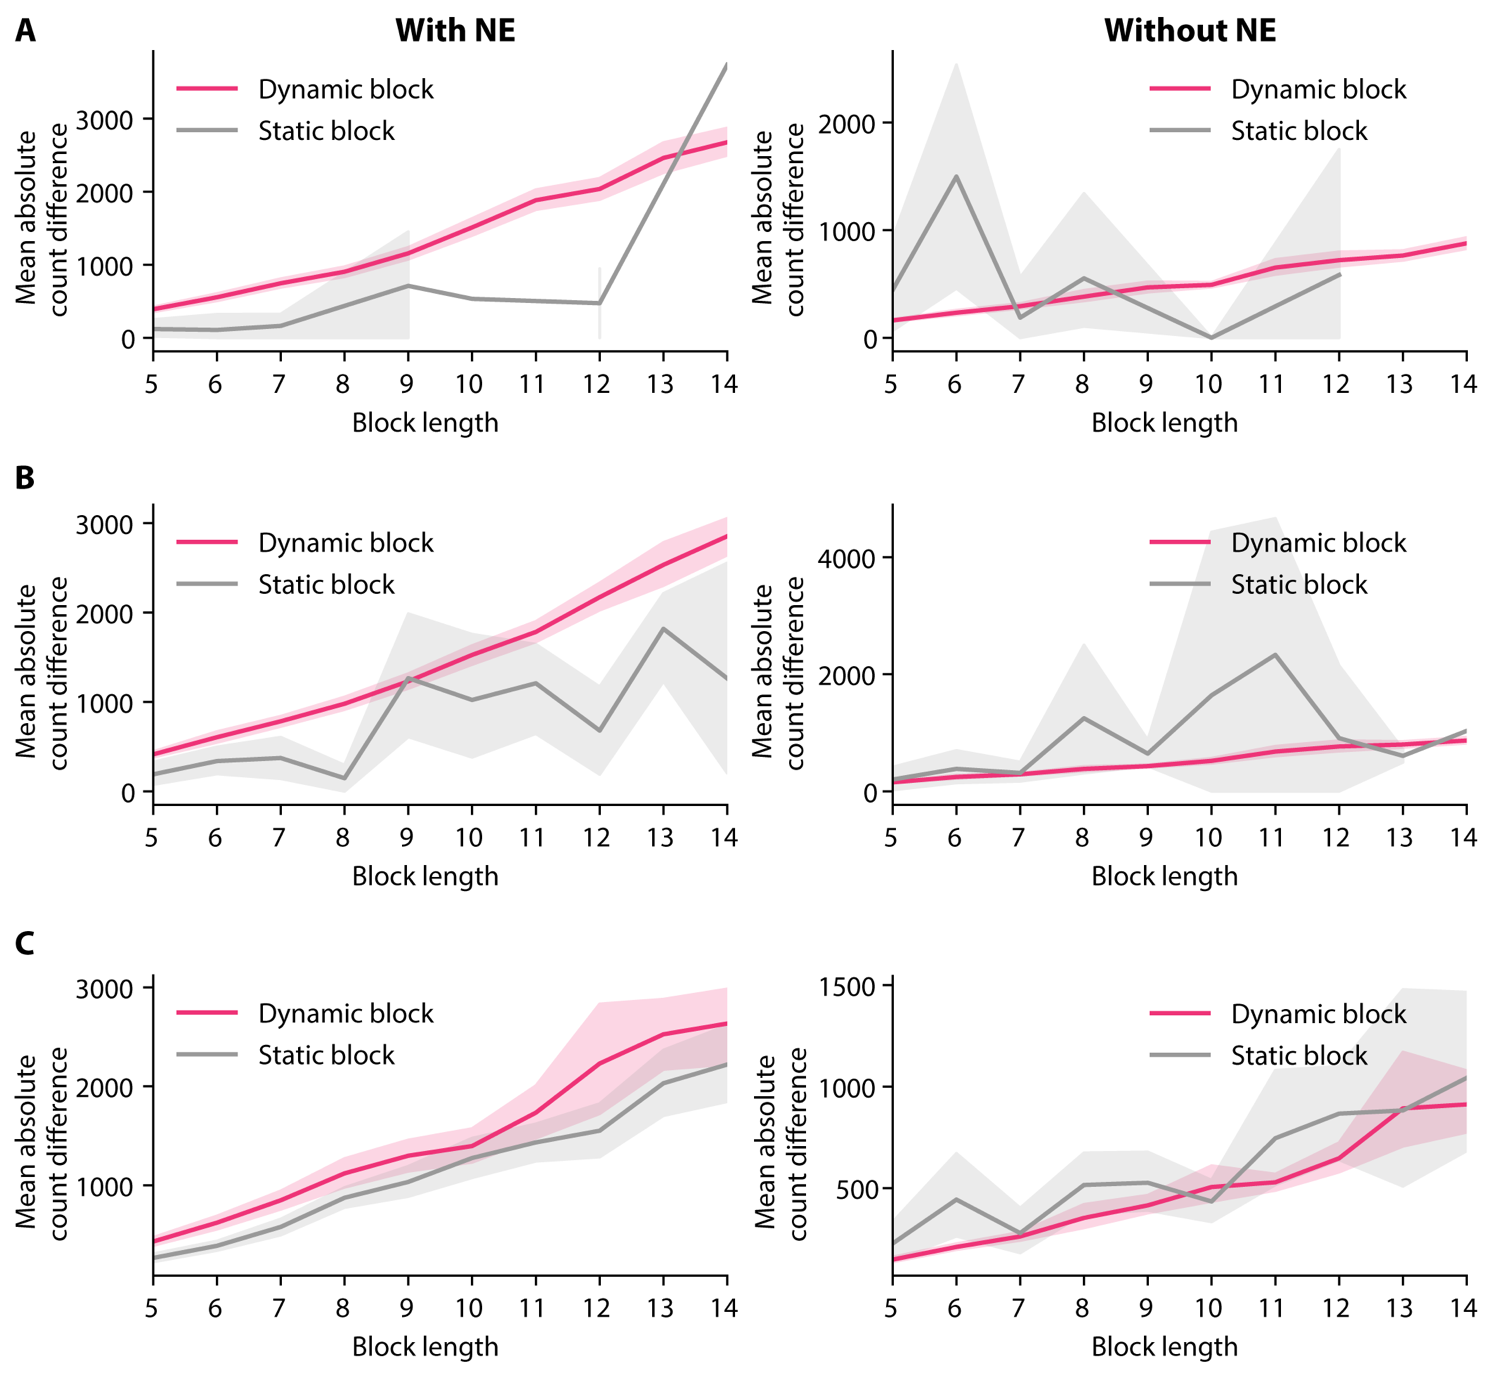
**

**Supp Figure 6.** Difference in interaction counts among regions within dynamic blocks and static blocks for different values of the hyperparameter α, which controls the strength of regularization that makes the factor matrices similar to the consensus factor. For each dynamic or static block, we summed up the absolute value difference between interactions from within WOS and those from outside WOS. We plot the mean of the absolute value difference by block size with NE (left panels) and without NE (right panels). The shaded area represents the 95% confidence interval. **A.** Mean absolute count difference under α = 10^5^. **B.** α = 10^6^. **C.** α = 10^7^. For α = 10^8^, see **Figure 3C**.

## Supplementary Tables

**Supplemental Table 1**. Number of dynamic and static blocks by alpha and network enhancement

|  | Num static blocks NE | Num dynamic blocks NE | Num static blocks no NE | Num dynamic blocks no NE |
| --- | --- | --- | --- | --- |
| 1e-5 | 66 | 4894 | 20 | 4998 |
| 1e-6 | 229 | 4641 | 82 | 4392 |
| 1e-7 | 1745 | 506 | 585 | 1097 |
| 1e-8 | 1930 | 168 | 480 | 794 |

How the deposited data were processed for this re-analysis (not part of the article)

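RNA-seq of mammary epithelial cells was taken from 13 rats, 6 at 6 weeks of age (within WOS) and 7 at 10 weeks (outside WOS), with 1 library per rat. The authors estimated counts per gene with RSEM, multiplied each library by a factor of its own and deposited the values rounded to whole numbers in a table of 14790 genes. The unit of these per-rat values is taken as a score, namely scaled and rounded counts, here called normalized counts. The authors' deposited table also holds their EdgeR comparison of the ages, with fold changes and mean abundances on the log2 scale, a likelihood ratio statistic as a score, and for each gene a p-value with its false discovery rate. A further column of the authors' deposited table holds a word on nuclear or cytoplasmic location and was not used here. All 13 per-rat columns were used. The paper names rn6 for its genome, and the annotation behind the counts is not stated.

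The column totals and the share of the most abundant gene were computed for every rat. The factor of each library was read from the spacing of whole numbers from 1 to 30, and was taken where the likelihood stood out by at least 50 log units, which held for 12 of 13 rats and not for rat 86. In simulated libraries 8 of 9 such factors were resolved. The totals before scaling that follow from these factors differ several fold between rats, so precision at low counts differs between rats too. The Pearson r of log2(normalized count + 1) was highest for rats 72 and 87, at 0.978, and no pair of columns was identical. In the table, 133 genes share all their values with another gene, 16 of them DE, and each was kept as its own gene.

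A test for raw counts had been set before the data were examined, with a second test in case only scaled values were at hand. Since the values are scaled and rounded, the second test was used. It was limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), for genes with a mean of at least 1, with no covariate and equal weights. All 14790 genes met this minimum. P-values were two-sided and adjusted after Benjamini-Hochberg, with a threshold of 0.05. The log2 fold change is 6 weeks over 10 weeks, so a value above 0 is higher within WOS. DESeq2 and edgeR, used by the authors, were not used here, and neither was EBSeq. Totals, shuffles and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

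The test was tested on simulated data of the same size. It recovered 63 of 100 genes with a log2 change of 1 and 84 of 100 with a log2 change of 2. Of 10 simulated lists, those without a change passed the threshold in 0 of 8 cases and those with a change in 2 of 2. The simulated genes varied independently of each other, so this cannot show how often lists of correlated genes pass without a change. The split of the rats into sets was also tested, and all 13 simulated rats were placed in the right set. That simulation held a split, and a case without one was not simulated. It therefore cannot show that the real rats form separate sets.

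Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 17 lists. The study's topics gave lists for the cell cycle, DNA replication, extracellular matrix organization, histones, DNA packaging factors, zinc finger genes, Mediator and RNA metabolism. These were written by hand or by rules on gene symbols, and they are not the GO terms of the paper. Other lists hold markers of luminal epithelial cells, basal epithelial cells, fibroblasts, adipocytes, lymphocytes, macrophages, endothelial cells and skeletal muscle, and milk proteins. Lists of mast cell genes, globins and other red blood cell genes were added after the data were seen and adjusted on their own. The score of a list in a rat is the mean of log2(normalized count + 1) over its genes.

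The genes named in the text were chosen by a rule. It takes the 30 genes the paper names for their expression, their block or their interaction with a locus, some of which are not reported here. To these it adds, for each direction, the 5 DE genes with the largest log2 fold change among those with a mean of at least 100 and no overlap between the ages. Other genes named were chosen after their values were seen. The sets of 5 and 8 rats come from the largest gap, of 27.3, between rats on the first component of the variation left after the mean of each age was removed.

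Alternatives were median-ratio, library size and upper quartile scaling, a pseudocount of 0.1, a minimum of 10 in every rat, weaker minimums, each rat left out in turn, and fry or an estimated correlation for the lists. Added after the data were seen were limma-trend, sample quality weights, the first residual component, the rat set or the implied total as a term, each rat set alone, and 1 record for each group of genes with identical values. Other splits of the rats were drawn 100 times from 1716. For neighbouring genes and gene spans, 12413 genes (83.9%) were matched by symbol to a RefSeq annotation of rat. The Hi-C maps, dynamic blocks, locus interactions and human data of the paper were not analysed here.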

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

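All tests of explanations in this part were chosen after the results were seen. One rat stood far from the others of its age in 14 of 112 groups of values, where chance gives about 1 in 20, or 5.6. Of the 14, 4 were rat 81.

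Rat 81, at 10 weeks, had 76 normalized counts of Ect2 (12 to 32 in the other rats of its age) and 282 of Top2a (57 to 127). Its score was 6.44 for DNA replication (5.35 to 5.82) and 7.95 for Mediator (7.73 to 7.81). Its milk proteins were high as well, such as Csn2 at 13439 and Csn1s1 at 153585. A mislabelled 6-week rat was argued against, since rat 81 was nearer the other 10-week rats in 56.2% of the 2680 genes called without it. That share was lower than in any other rat, where 65.8% to 94.1% of genes were nearer the rat's own age. A library mixed with a 6-week rat was argued against for the milk proteins, since 9 of 10 were above every 6-week rat. For the cell cycle genes it cannot be told apart from a difference of this rat. Over 25 matrix genes rat 81 lay 10.4% of the way from the other 10-week rats to the 6-week rats, against 21.7% over 35 cell cycle genes, and this is 1 library. No biological explanation was tested, as the design gives no condition within an age. Without rat 81 the count of DE genes was 2680, against 2381 with it.

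Rat 85, at 10 weeks, had 116 normalized counts of Cpa3 (9 to 36 in the other rats of its age), 239 of Mcpt1l1 (21 to 75) and 7767 of Rpl37a (3005 to 4686). Cpa3 and Mcpt1l1 are both mast cell genes, so they count as 1 observation rather than as separate ones. Rat 74, at 10 weeks, had a score of 10.0 for extracellular matrix organization (10.72 to 10.88) and of 8.54 for fibroblasts (9.32 to 9.86), and these lists share 6 genes. The remaining values stood alone. Phf1 was 737 in rat 75 (at most 455 in the other rats of its age) and Pdk4 was 733 in rat 84 (1265 to 1462). The RNA metabolism score was 9.04 in rat 70 (9.10 to 9.14), the lymphocyte score was 5.27 in rat 70 (2.75 to 3.42) and the basal epithelial score was 10.1 in rat 86 (10.68 to 10.77). No explanation was tested for the values in this paragraph.

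Mast cell genes, which the paper does not discuss, were higher within WOS. Of 21 listed, 10 were in the table, with a median log2 fold change of 3.11 (adjusted p = 2.01e-05) and 7 DE. The most abundant were Mcpt1l1, with a mean of 757 within WOS and 72.6 outside WOS, and Cpa3, with 383 and 33.9. These 2 genes prompted the list. The other 8 had a median of 2.45 (adjusted p = 0.00111), with 5 DE, so more mast cells at 6 weeks is a candidate explanation. Of the 10 genes, 6 had no overlap between the ages, whereas Gata2 (-0.01) and Slc18a2 (-0.38), which other cells of the tissue may express, were not raised. A lower epithelial share that raised other cell types alike was argued against, since endothelial cell genes rose by a median of only 0.25. The endothelial genes cannot exclude a lower epithelial share that came with more cells of some other types. The score of the 8 mast cell genes other than Cpa3 and Mcpt1l1, minus the endothelial score, was 1.76 higher at 6 weeks. Minus the macrophage score, it was 2.02 higher (exact permutation test, two-sided, p = 0.00117 for each, the smallest it can give for 13 rats). The median over the 10 genes was 2.94 within the smaller set and 2.50 within the larger set. Whether age or the dissection of the glands brought more mast cells was not tested.

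Globin genes, which the paper does not discuss either, had a median log2 fold change of 2.54 over the 7 of 9 listed that were in the table, with 6 DE and an adjusted p = 2.87e-06. The most abundant was Hbb, with a mean of 2043 within WOS and 369.6 outside WOS. Red blood cells left in the preparation cannot be told apart from expression in other cells. The 7 of 16 other red blood cell genes in the table had a median of 0.67, with an adjusted p = 0.0881 by camera and 0.0019 by fry. Of these, Slc4a1 (2.20), Alas2 (1.44) and Fech (0.67) were DE, at low levels. Tfrc (-0.22), which has a mean of 3629 within WOS and is expressed by the tissue itself, was not raised.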

How the results depend on the processing

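The scalings, minimums, pseudocount, left-out rats and list tests were chosen before the data were examined, and the alternatives marked as added were chosen after. Under each scaling, the pseudocount of 0.1 and the minimum of 10 in every rat, the count of DE genes was between 2069 (library size scaling) and 2377 (median-ratio scaling). In all alternatives, no DE gene changed sign while staying DE. Library size scaling moved the median of all genes from 0.028 to 0.07.

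Across the 13 fits that each left out 1 rat, the count of DE genes ran from 1411 to 2680, with 803 to 1461 higher within WOS and 608 to 1219 higher outside WOS. It was lowest without rat 70 (1411), rat 84 (1488) and rat 87 (1558), and highest without rat 81. Every such fit has 12 rats, so the total number of rats does not explain these differences. The cause of these differences between rats was not tested. Among the added alternatives, sample quality weights gave 5647 DE genes (3009 and 2638), the larger set of rats gave 2003 higher within WOS and the first residual component 1651 higher outside WOS. The smaller set of 5 rats, which gives little power, had 0 DE genes, 0 higher and 0 lower. In it 1976 genes had an unadjusted p under 0.05. limma-trend gave 2608, and 1 record for each group of identical genes gave 2376. The implied total as a term, over 12 rats, gave 2355. Of these, 1942 were DE in the fit of all 13 rats without the term, so both the term and the missing rat differ.

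The medians of the cell cycle (2.38), DNA replication (1.07), extracellular matrix (1.08), histone (1.62), DNA packaging (0.61), zinc finger (-0.14), RNA metabolism (-0.15), luminal (-0.13) and fibroblast (1.02) lists are the same with camera's estimated correlation, but none passed the threshold there. Their adjusted p ran from 0.0977 to 0.483. The estimated correlation between genes was above the preset one in each, from 0.0208 for zinc finger genes to 0.593 for fibroblasts. Apart from the luminal list, these lists kept their direction and their side of the threshold under every other alternative set beforehand.

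The luminal list did not hold. Its median was -0.13 with fry (adjusted p = 0.122), -0.13 with a minimum of 10 in every rat (0.0677), -0.085 with library size scaling (0.0501) and from -0.19 to 0.0041 across the left-out rats, the last without rat 86. Among added alternatives it was -0.13 with the first residual component (0.0648), -0.11 with the rat set as a term (0.0758), -0.042 with the implied total, 0.025 in the larger set and -0.38 in the smaller set, where it passed the threshold (0.000182). Its adjusted p ran from 0.000182 to 0.489 in all.

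Lists near 0 changed sign. Mediator was 0.0020 with library size scaling. Lymphocytes were 0.00055 with a minimum of 10, 0.043 with a pseudocount of 0.1, 0.36 in the larger set and from -0.32 (without rat 70) to 0.33 (without rat 78) across the left-out rats. Macrophages were 0.040 in the larger set, 0.064 with the implied total and from -0.20 to 0.064 across the left-out rats. Basal epithelial genes were -0.0085 in the smaller set. Adipocytes passed the threshold with fry (0.32, adjusted p = 0.0206, range 0.0206 to 0.758) and were -0.090 with a minimum of 10, where fewer genes are tested. Endothelial genes passed it in the smaller set (0.61). Milk proteins ran from -0.76 to -0.17 (without rat 81) across the left-out rats and passed it in 4 of those 13 fits. They were 0.44 in the larger set and -2.06 in the smaller set, where they passed it. The cause of these changes was not tested.

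Named genes far from the threshold changed sign as follows: Pdlim1 to -0.037, Mettl15 to 0.15 and Tiparp to -0.086 in the larger set, Mettl15 to 0.086 with quality weights, Tiparp to -0.017 with the implied total, and Chd8 to 0.16, Tox4 to 0.037, Mrps35 to -0.10 and Gtpbp3 to -0.042 in the smaller set. Across the left-out rats Mettl15 ran from -0.22 to 0.062, Lekr1 from -0.058 to 0.29 and Gtpbp3 from -0.028 to 0.33. Leaving out 1 rat took named genes under or over the threshold in 30 cases, 24 weaker and 6 stronger.

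A minimum of 1 in any rat and a value above 0 in any rat removed no gene, so they show nothing. The tests for raw counts (EdgeR's exact test, the DESeq2 Wald test, their overlap, limma-voom with or without quality weights, and a surrogate variable in the EdgeR fit) were not run, as the values are scaled and rounded. No paired analysis was possible because no rat is shared between the ages. The low depth of rats 80 and 78, with implied totals of 6.91e+06 and 7.14e+06, limits what can be said of genes with few counts, such as Gtpbp3 and Mettl15.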

Differences from the paper's values

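The paper gives 2533 DE genes in its Methods, by a rule that joins the calls of 3 tools, and 2300 in its Results, 1358 higher within WOS and 942 higher outside WOS. Both of the paper's totals lie within 1.5 times of 2381, and the paper's counts by direction lie within 1.5 times of 1288 and 1093.

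The paper describes Kif18a as up-regulated within WOS. Here its log2 fold change was 0.84 with an adjusted p = 0.0533, which does not pass the threshold. Of the alternatives set before the data were examined, library size scaling, a minimum of 10 in every rat, and leaving out rat 80 or rat 81 gave an adjusted p under 0.05 for Kif18a, and the others did not. It also passed with limma-trend, sample quality weights, the first residual component, the rat set as a term and the larger set alone, which were chosen after seeing the values. Adjusting over the list alone of named genes gave 0.0382. In the authors' deposited table its false discovery rate is 0.0201.

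The paper describes Phf1 as up-regulated outside WOS. Here its log2 fold change was -0.68 with an adjusted p = 0.0645, which does not pass the threshold. Of the alternatives set before the data were examined, a minimum of 10 in every rat and leaving out rat 75 or rat 85 gave an adjusted p under 0.05 for Phf1, and the others did not. It also passed with limma-trend, sample quality weights, the first residual component, the rat set as a term and the larger set alone, which were chosen after seeing the values. Adjusting over the list alone of named genes gave 0.0415. In the authors' deposited table its false discovery rate is 0.0202.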

Other observations

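The camera tests of the lists and the limma tests of the genes the paper names were set before the data were examined. The counts of splits for the extracellular matrix, histone, DNA packaging, luminal and fibroblast lists were set then too. The other tests in this part were chosen after the results were seen. Of 100 splits of the 13 rats into 6 and 7, drawn from 1716, 1 gave as many DE genes as the ages did, and that 1 was the real split. The same held for DE genes higher within WOS (1 of 100) and higher outside WOS (1 of 100). The largest count in any other split was 7. The number of lists past the threshold was 9 or more in 24 of the 100 splits, the real one included. None of them has 3 rats of each age in its group of 6, so they carry part of the age difference. Yet in the 46 splits with 3 rats of each age, which gave at most 1 DE gene, a median of 4 lists and up to 8 of 17 passed. Camera with a preset correlation of 0.01 thus passed lists without a contrast of the ages. A median as far from 0 was reached in 1 of 100 splits, the real one, for cell cycle, DNA replication, extracellular matrix, DNA packaging, zinc finger, RNA metabolism and fibroblast genes. It was reached in 5 of 100 for histones and in 35 of 100 for luminal genes.

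A difference in sequencing depth between the ages was argued against as the cause of the DE genes, since 2355 genes were DE over 12 rats with the implied total as a term and 2330 over the same rats without it. The sets of rats were formed after the mean of each age was removed, so a fit with the set as a term cannot test whether they bring about the DE genes.

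What parts the smaller from the larger set of rats stays open. Lower sequencing depth in the smaller set cannot be told apart from other causes. The implied totals were 1.03e+07 ± 3.88e+06 (SD, n = 5 rats) in the smaller set and 1.66e+07 ± 4.86e+06 (SD, n = 7 rats) in the larger set (exact permutation test, two-sided, p = 0.0379), yet 3 of 7 rats of the larger set lay below the highest of the smaller set. A bias by gene length was argued against as the main cause, since across 12413 genes the Spearman rho of gene span and loading on the component was -0.113. The median difference between the sets was 0.023 for the shortest genes and -0.064 for the longest. A stress response during tissue digestion cannot be told apart either. Of 13 early response genes, 11 were higher in the smaller set, with a median log2 difference of 0.47 against -0.050 for all genes. Ribosomal protein genes also moved, by -0.33, and the sets were defined from the same values. No biological explanation was tested, as both sets hold rats of both ages.

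Extracellular matrix genes were higher within WOS. Of 34 listed, 33 were in the table, with a median of 1.08 (adjusted p = 2.22e-16 by camera), 25 DE and higher within WOS and 1 DE and higher outside WOS. The most abundant were Col3a1, with a mean of 107790 within WOS and 24785 outside WOS, and Col1a1, with 50184 and 13323. The score was 11.75 ± 0.28 (SD, n = 6) within WOS and 10.67 ± 0.28 (SD, n = 7) outside WOS, with no overlap, and the median was 1.11 in the larger set of rats and 1.21 in the smaller set. Fibroblast genes, 14 of 15 listed and 6 of them on another list, had a median of 1.02 (adjusted p = 1.67e-07), with 8 DE, and 1.00 and 1.21 in the larger and smaller sets. A lower epithelial share at 6 weeks that raised other cell types alike was argued against, since macrophage genes had a median of -0.055. The macrophage genes cannot exclude a lower epithelial share that came with more fibroblasts. The fibroblast score minus the macrophage score was 1.26 higher at 6 weeks, and minus the endothelial score 1.00 higher (exact permutation test, two-sided, p = 0.00117 for each). More fibroblasts at 6 weeks cannot be told apart from more matrix expression per cell. The 8 fibroblast genes outside the matrix list had a median of 0.87 with 4 DE, but Pdgfra (0.13) and Dpt (0.52) were not. An effect of age on the cells stays open as well and was not tested.

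Histones had a median of 1.62 over 43 genes (adjusted p = 1.25e-11), with 15 DE, all higher within WOS, and medians of 2.43 in the larger set of rats and 0.98 in the smaller set. When only genes with at least 10 in every rat were tested, the histone median was 0.91. The histone score was above that of all 10-week rats in 2 of the 6 rats at 6 weeks. The most abundant, H3f3b, did not differ (0.097, adjusted p = 0.587). DNA packaging factors had a median of 0.61 over 24 genes (adjusted p = 5.08e-08), with 13 DE, all higher within WOS, 6 of the 24 on another list, and medians of 0.95 and 0.53 in these sets. Luminal epithelial genes had a median of -0.13 over 18 genes (adjusted p = 0.0491) with 4 DE, among them the most abundant, Cdh1 (mean 16297 within WOS and 22491 outside WOS). Lists that did not pass the threshold were basal epithelial cells (0.14 over 14 genes, adjusted p = 0.948, most abundant Myh11), adipocytes (0.32 over 10 of 13, 0.121, Lpl) and lymphocytes (-0.045 over 6 of 14, 0.703, Cd4). The same holds for macrophages (-0.055 over 12 of 13, 0.534, Cd14), endothelial cells (0.25 over 10 of 12, 0.244, Flt1), skeletal muscle (0.41 over 3 of 12, 0.427, Acta1) and milk proteins (-0.61 over 10, 0.0864, Csn1s1).

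Genes near each other on a chromosome may move together. Of 10948 pairs of neighbouring genes, 340 had both genes DE, and 206 of these (60.6%) moved in the same direction. In 10000 shuffles of genes the median was 155 and the largest 203 (permutation test, one-sided, p = 0.0001, the smallest they can give). Expression level shared by neighbours was argued against, since shuffles within 10 bins of expression gave at most 198 such pairs. Genes 2 apart gave 208 pairs (median of shuffles 170, adjusted p = 0.00125), and genes 3 apart gave 178 (median of shuffles 172, adjusted p = 0.301). At 5 and 10 genes apart there were 187 and 185 pairs (medians of shuffles 171 and 170, adjusted p = 0.148 for each). Genes with identical values, overlapping genes and pairs whose symbols had the same first 3 letters were left out. Duplicates that share reads but have unlike symbols may remain among the pairs. Across genes, the Spearman rho of gene span and log2 fold change between the ages was -0.176.

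Kif18a may follow cell division. With the mean of each age removed, the Pearson r of Kif18a with the cell cycle score, which does not include it, was 0.908 over 13 rats (permutation test, two-sided, p = 0.00055). The Spearman rho was 0.879 (p = 0.00105). Without the 2 farthest rats, 78 and 81, the Pearson r was 0.812, and over the 8 rats of the larger set it was 0.859.

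Other genes named in the paper did not pass the threshold: Pappa (-0.30, adjusted p = 0.122), Igfbp5 (-0.33, 0.0656), Zfp871 (-0.19, 0.306), Supt16h (-0.12, 0.488), Chd8 (-0.11, 0.578), Tox4 (-0.051, 0.774), Mettl3 (-0.21, 0.337), Sall2 (0.35, 0.0863), Lekr1 (0.15, 0.799), Mrps35 (0.17, 0.616), Cuta (0.54, 0.263), Sppl3 (0.22, 0.194), Tiparp (0.081, 0.764) and Gtpbp3 (0.17, 0.742). Igfbp5 was DE without rat 86 (adjusted p = 0.0468), when adjusted over the list alone (0.0415) and, among the added alternatives, with the rat set (0.0434), the first residual component (0.0492) or the implied total (0.0494) as a term and with quality weights (0.0194). Pappa (0.0254), Zmiz1 (0.0133) and Hipk1 (0.0342) were DE with quality weights too.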
